# Comprehensive Analysis of Neonatal *versus* Adult Unilateral Decortication in a Mouse Model Using Behavioral, Neuroanatomical, and DNA Microarray Approaches

**DOI:** 10.3390/ijms151222492

**Published:** 2014-12-05

**Authors:** Akira Yoshikawa, Tomoya Nakamachi, Junko Shibato, Randeep Rakwal, Seiji Shioda

**Keywords:** neonatal, adult, brain, motor functional recovery, DNA microarray, 8 × 60 K, transcriptome profiling, gene inventory

## Abstract

Previously, studying the development, especially of corticospinal neurons, it was concluded that the main compensatory mechanism after unilateral brain injury in rat at the neonatal stage was due in part to non-lesioned ipsilateral corticospinal neurons that escaped selection by axonal elimination or neuronal apoptosis. However, previous results suggesting compensatory mechanism in neonate brain were not correlated with high functional recovery. Therefore, what is the difference among neonate and adult in the context of functional recovery and potential mechanism(s) therein? Here, we utilized a brain unilateral decortication mouse model and compared motor functional recovery mechanism post-neonatal brain hemisuction (NBH) with adult brain hemisuction (ABH). Three analyses were performed: (1) Quantitative behavioral analysis of forelimb movements using ladder walking test; (2) neuroanatomical retrograde tracing analysis of unlesioned side corticospinal neurons; and (3) differential global gene expressions profiling in unlesioned-side neocortex (rostral from bregma) in NBH and ABH on a 8 × 60 K mouse whole genome Agilent DNA chip. Behavioral data confirmed higher recovery ability in NBH over ABH is related to non-lesional frontal neocortex including rostral caudal forelimb area. A first inventory of differentially expressed genes genome-wide in the NBH and ABH mouse model is provided as a resource for the scientific community.

## 1. Introduction

Clinical neurologists have long known that children who sustain brain damage during the neonatal period or early infancy have a greater capacity for motor function recovery than do adults. First, what does the literature tell us of age differences and brain injury? Let us look at some examples on cerebral hemispherectomy, which is one of the successful surgical procedures used in the treatment of pharmacologically untreatable epilepsy. Young children receiving a hemispherectomy do not have impaired motor performance post-surgery; moreover, they exhibit normal motor ability or improvement in the contralesional extremities [1,2,3,4,5]. In the case when such a surgery is performed between middle childhood and adulthood it is found that the patients become hemiplegic [6,7,8]. Similarly in rodents, it has been shown that adult animals with neonatal cortical lesion exhibit fairly skilled motor function in the contralesional forelimbs and hindlimbs. However, this is in marked contrast to the poor functional recovery of animals whose sensorimotor cortex (SMC) was lesioned between adolescence to adulthood [9,10]. All these studies point toward an age-dependent plasticity.

For the recovery of motor function after brain injury, corticofugal axonal projection especially corticospinal tract (CST) plays an important role. In rodents, the corticospinal tract originating from pyramidal neurons located in layer 5 of the SMC is developing after birth and it achieves topographic organization at least three weeks after birth [11,12,13,14]. The developmental CST and corticospinal neurons show a transient nature and are eliminated or became apoptotic. The CST axon transiently increases around postnatal first-week followed by a gradual decrease, and where axon projection is stable at or after postnatal three-weeks [15,16]. The corticospinal neurons are also transiently present [17]. During the first postnatal week, the neurons projecting to the medullary pyramid are distributed virtually throughout the entire cerebral cortex. In contrast, the distribution of such neurons is almost completely restricted to the SMC during adulthood [18]. Electrophysiological studies have also indicated that corticospinal axon temporarily project over all gray matter in the spinal cord, but superfluous axons existing in the ventral gray matter are eliminated with growth [19]. This axonal elimination has been demonstrated by slice co-culture [20]. Although not much has been done on the molecular aspects of brain injury in context of motor function, molecular mechanisms of axon guidance in the developing CST have been reported. One study reviewed the gene expression changes in the developing cortex [21], and the other looked at the pre-frontal cortex gene expression change using DNA microarray analysis [22].

The main compensatory function recovery mechanism in animals that underwent the CST injury, *i.e.*, stroke or spinal cord injury is that the unlesioned CST sends collateral sprouting fibers toward the lack of innervation side [23]. In neonatally hemidecorticated rats during development, the projection patterns from the undamaged SMC have been examined using anterograde labeling of the axonal fibers of pyramidal neurons. Pyramidal neurons project aberrant collateral fibers toward the contralateral red nucleus, contralateral superior colliculus, contralateral pontine nuclei, ipsilateral dorsal column nucleus, and ipsilateral gray matter of the cervical spinal cord [24]. Electrophysiological studies have indicated that the aberrant projections from the undamaged SMC side corticospinal tract mediate the lack of innervation extremities [25,26]. From these previous studies, we can say that the collateral sprouting plays a very important role in the compensatory mechanism after neonatal and adult brain hemisuction. Taking into consideration all of the above, we ask a question. Why is the motor function recovery capability different despite following the same compensatory mechanism?

Therefore to address the above question, we had been studying the development especially of corticospinal neurons using a rat model in conjunction with retrograde tracing studies. It was concluded that the main compensatory mechanism after unilateral brain injury at the neonatal stage was due to in part by non-lesioned ipsilateral corticospinal neurons that escaped selection by axonal elimination or neuronal apoptosis; a secondary temporary compensatory mechanism was also formed by sprouting collaterals [27]. However, the above result suggesting compensatory mechanism in neonate brain could not be correlated with high functional recovery at that time. Moreover, it raised another question, what is the difference among neonate and adult in context of functional recovery and mechanism(s) therein, especially focused on the corticospinal neurons? To the best of our knowledge there is no such study comparing the above.

In the present study, utilizing a brain unilateral decortication mouse model, we have compared motor functional recovery mechanism post-neonatal brain hemisuction (hereafter termed, NBH) with adult brain hemisuction (hereafter termed, ABH). In the first part of this ongoing research with an ultimate goal to unravel the mechanism(s), we performed three analyses: (1) Quantitative behavioral analysis of the forelimb movements using the ladder walking test, where the corticospinal system has been suggested to play an important role [28,29]; (2) neuroanatomical retrograde tracing analysis of unlesioned side corticospinal neurons; and (3) differential gene expression profiling in the unlesioned-side neocortex (rostral from bregma) in NBH and ABH using a high-throughput DNA microarray approach (8 × 60 DNA chip). The novelty of this study is the comparison between NBH and ABH for the compensatory and specifically corticospinal neurons related to the motor functional recovery in non-lesion neocortex by utilizing the classical retrograde tracing method. Thereafter, we have performed global genome analysis to unravel potential molecular factors/candidates related to the different ability of the motor functional recovery in both groups, a first such study utilizing the high-throughput DNA microarray approach. Moreover, the obtained data deposited at the NCBI, Gene Expression Omnibus (GEO) site (under accession number GSE59362) is freely available to the scientific community for download and further in-depth analysis.

## 2. Results

### 2.1. Cortical Hemisuction

To generate left unilateral decortication model, the area including SMC was aspirated (Figure 1A,B). The mouse who received cortical hemisuction at P7 and adult stage, showed extensive left cerebral cortex covered with the SMC lesions (Figure 1C–J).

**Figure 1:**
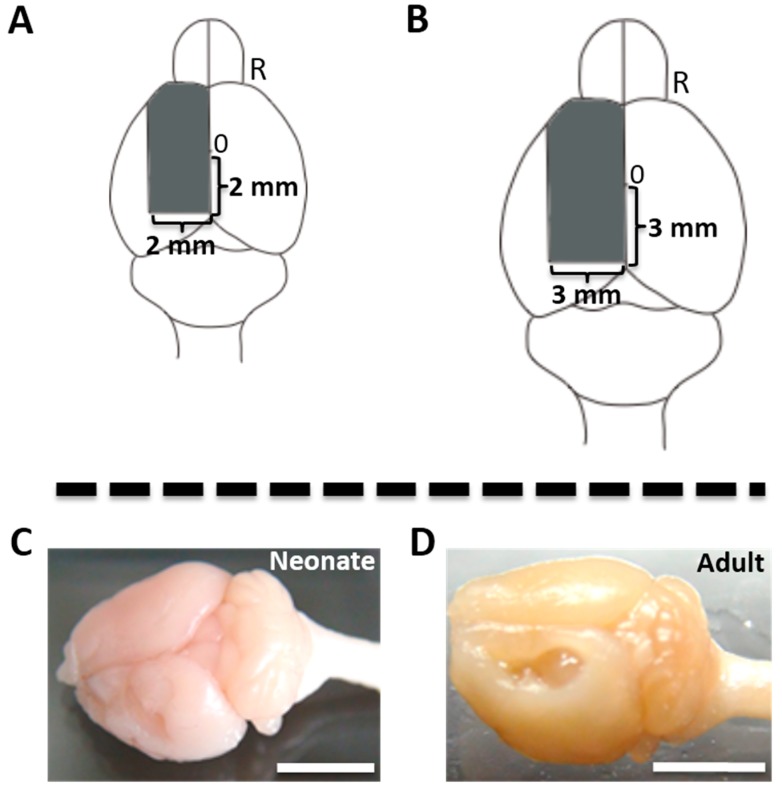

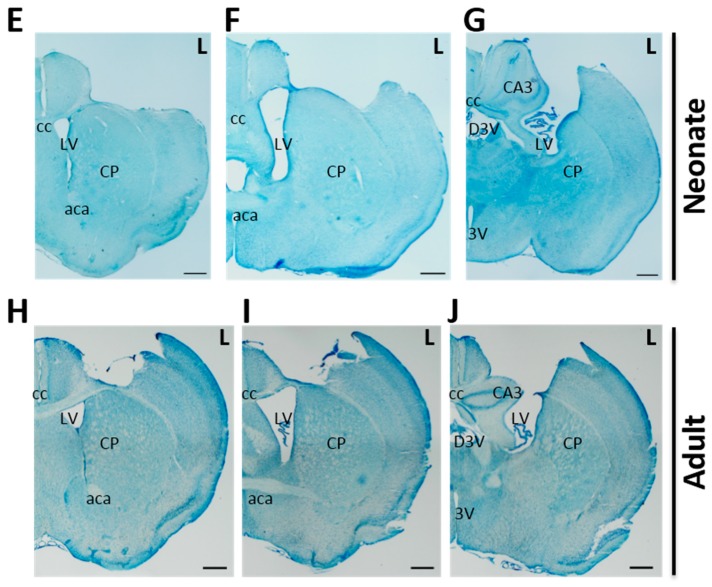
Overview of the surgery. Mouse that underwent left cortical hemisuction at P7 (**A**) and at 8–12 weeks (**B**). Gray area means aspiration area; (**C**,**D**) means the left cerebral cortex including the sensorimotor cortex (SMC) received a suction. All the figured photographs were taken at postoperative 3 months; Photomicrograph of the left side of coronal section in the 1 mm rostral from bregma (**E**,**H**), bregma level (**F**,**I**), 1 mm caudal from bregma (**G**,**J**) of a hemidecorticated mouse by Nissl staining; Neonatal brain hemisuction (NBH) group are (**C**,**E**–**G**); Adult brain hemisuction (ABH) group are (**D**,**H**–**J**). 0 = bregma point; R = right side; L = left side; cc = corpus callosum; LV = Lateral ventricle; CP = caudoputamen; aca = anterior commissure; CA3 = CA3 field, hippocampus; 3V = 3rd ventricle; D3V = dorsal 3rd ventricle; Scale bar = 5 mm (**C**,**D**) and 500 µm (**E**–**J**).

Next, we performed protein kinase C-γ (PKCγ) immunohistochemistry to identify the CST (Figure 2A). It was seen that the dorsal funiculus of CST almost disappeared in the right dorsal CST in both NBH and ABH (Figure 2B,C).

### 2.2. Ladder Rung Walking Test Reveals Difference of Motor Functional Recovery between NBH and ABH

The ladder rung walk test was conducted to assess skilled walking by quantifying the number of footslips, which evaluates digit, wrist, and forelimb motion recorded via a video camera (NBH: *n* = 20, ABH: *n* = 12, control: *n* = 9) (see, Supplementary Figure S1). The number of faulty placements of the right forepaw was counted during walking on a ladder rung at 4, 8 and 12 weeks after the injury. In control animals, the number of steps is 20 ± 1.2, the number of footslips is 1.1 ± 0.2 and percent of footslip per total steps is 5.5% ± 0.6% (data not shown). Although no significant differences could be observed on the number of steps between NBH and ABH in all evaluated points, there are sequentially significant differences in the number of steps in the NBH (Supplementary Figure S2A). A lower number of footslips and percent of footslip was observed in the NBH compared to ABH. In addition, there are sequentially significant differences in the number of footslips and percent of footslip in the NBH. Statistical analysis indicated a significantly greater recovery in the NBH at all phases (Figure 3).

### 2.3. Differences in Retrogradely Fluorogold (FG) Labeled Corticospinal Neurons in Unlesioned Cerebral Cortex

The FG was injected into the right side of lower cervical spinal gray matter diffusing from dorsal to ventral horn (Supplementary Figure S3A–C). There are three components of CST in the spinal cord-dorsal funiculus, dorso-lateral funiculus, and ventral funiculus, where axons terminate in the dorsal horn and the intermediate zone. Retrogradely FG labeled neurons are from these three components though we could not separate them among the three components.

**Figure 2:**
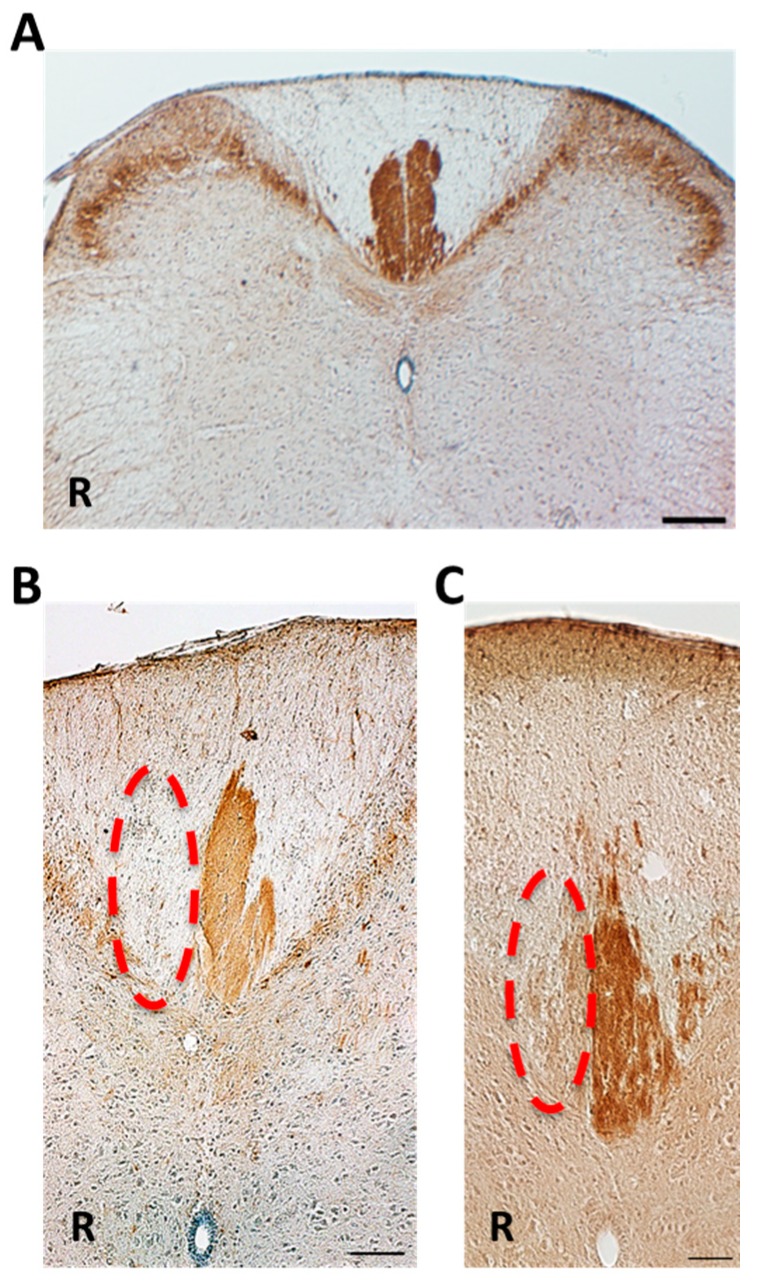
Protein kinase C-γ (PKCγ) immunohistochemistry. (**A**) Normal adult mouse. The corticospinal tract on both side were labeled with PKCγ antibody. On the other hand, an extensive absence of the left corticospinal tract was shown in an after postoperative 12 weeks’ mouse (dotted line); (**B**) NBH group; and (**C**) ABH group. R = right side; Scale bar = 200 μm (**A**) and =100 μm (**B**,**C**).

To check whether the injection was carried out appropriately in each animal, we probed the injection site used by Image J. The area of injection site and the region of diffusion FG, and percent of diffusion region of FG were measured and calculated to normalize to the retrograde tracing method. There are no significant differences among these three components within the three groups (Supplementary Figure S3D–F). Results revealed that each animal was appropriately injected in a similar manner. The FG was injected into the right lower cervical level especially C5–C6 grey matter to confirm that the CST axon was targeted toward the ipsilateral side of cervical spinal cord (NBH: *n* = 7, ABH: *n* = 9, control: *n* = 8). The FG-labeled neurons in the unlesioned cerebral cortex may be related to the control of motor functional recovery in the right forelimb movement, one week after injection. Significantly more FG labeled neurons was observed in the NBH group than in the ABH and control groups of the rostral from bregma (Figure 4A–C). This area includes part of caudal forelimb area (CFA) and entire the rostral caudal forelimb area (RFA) [30,31,32]. Moreover, significant differences were noted in the total number of retrogradely FG labeled neurons in the unlesioned cerebral cortex (Figure 4D).

**Figure 3:**
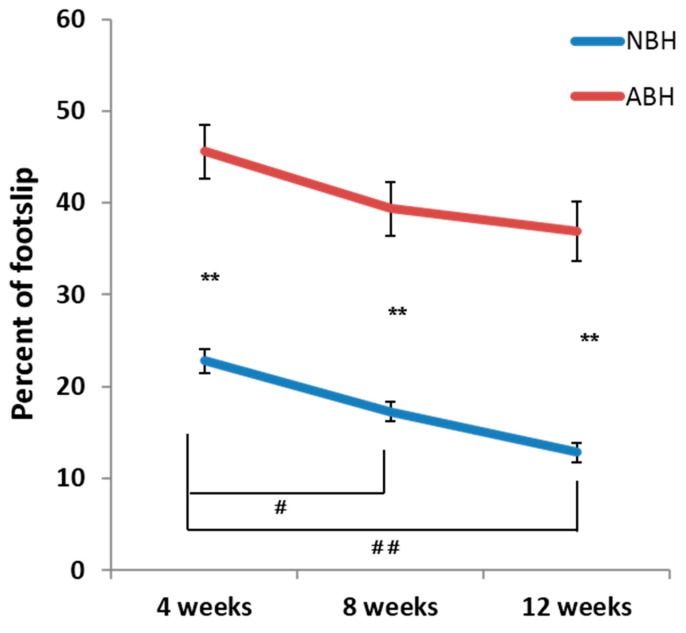
Horizontal ladder rung walking test reveals decreased percent of footslip in the NBH (*n* = 20) compared to the ABH (*n* = 12). In addition, there is sequentially significant difference on the number of footslips and percent of footslip in NBH (** *p* < 0.01, Mann-Whitney *U* test, ## *p* < 0.01 # *p* < 0.05, Kruskal-Wallis with the Tukey *post hoc* test).

**Figure 4:**
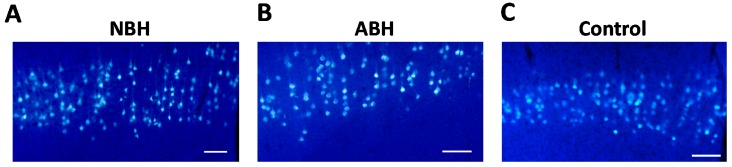

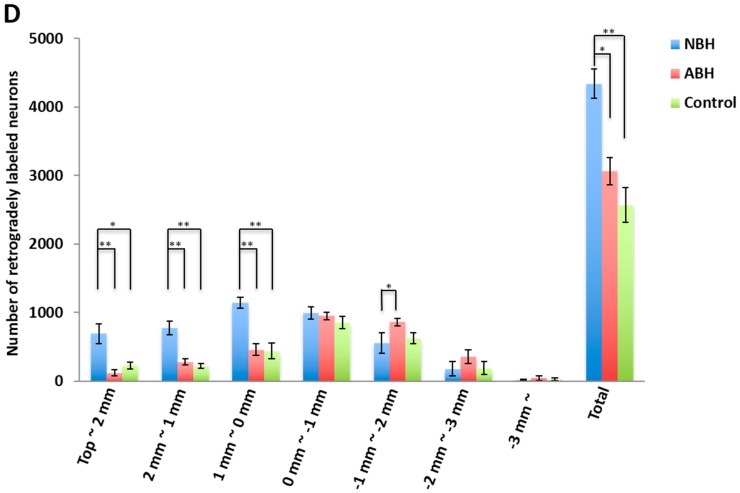
Retrograde tracing study. The corticospinal neurons in the right cerebral cortex were retrogradely labeled by FG in the 1 mm from bregma (**A**: NBH; **B**: ABH; **C**: control). The number of FG labeled neurons in the right cerebral cortex (**D**). Top means frontal pole and 0 mm means bregma level. The scale bar = 100 µm (**A**–**C**). ** *p* < 0.01, * *p* < 0.05, Kruskal-Wallis test followed by Steel-Dwass method.

The above results on behavior and histological analyses indicated that (1) neonatal motor functional recovery was enhanced over adult; and (2) that the localization of corticospinal neurons in the non-damaged hemisphere, especially the rostral from bregma area was higher in NBH. These two findings suggested different ability of neonatal *versus* adult brain, and provided confidence to our decision to move to the next step of genome-wide transcriptome profiling to help unravel the underlying molecular mechanism(s) therein.

### 2.4. Total RNA Extraction, cDNA Synthesis, RT-PCR, and Experimental Strategy for DNA Microarray Analysis

For total RNA extraction, the right side neocortex (rostral from bregma) from control, NBH and ABH at respective time points were prepared from dissected out samples as described in the Experimental section (Figure 5A,B). 

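The neocortex samples made up 8 groups, namely controls at P7, P14, P35 and 10 weeks of age, NBH animals at 1 and 4 weeks after hemisuction, and ABH animals at 1 and 4 weeks after hemisuction. The paper describes 4 male animals in each group, whose RNA was pooled, so every group is 1 RNA pool without a biological replicate. The sampling scheme in Figure 5B places the ABH 4 weeks animals at 14 weeks of age, whereas the sample labels give 15 weeks. Each pool was labeled once with Cy3 and once with Cy5 and hybridized alone to 1 array of chip 1 (Cy3) and 1 array of chip 2 (Cy5), which gave 16 arrays. The deposited files hold the intensity of each spot and of its local background, measured by the authors with the Agilent Feature Extraction software. Each array carries 59305 spots for genes, of 55681 different probes, and 3671 control spots. The median spot intensity was between 192.5 and 253 per array, over a median local background of 59 to 72. Between 60.2% and 72.2% of the spots were well above the background by the software's test, and between 0.988% and 2.05% were saturated. All control pools lay in row 1 of each chip and all NBH and ABH pools in row 2, so the position on the chip and the surgery cannot be told apart.

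The median intensity of the labeled channel was corrected for the local background by the normexp method of limma with an offset of 50, log2 transformed, and expressed relative to the 75th percentile of its array. The NBH pools were compared with the control of the same age (P14 for 1 week, P35 for 4 weeks) and both ABH pools with the 10 weeks control, always between arrays of the same dye. A gene, represented by its probe with the highest mean value over all arrays, was called higher when its signal was at least 1.5-fold that of the control with both dyes, and lower when it was at most 0.75-fold with both dyes. A gene entered a comparison when its probe was well above background on both arrays of at least 1 of the 2 pools. Where the probe was not well above background in the other pool, that pool was held at the lowest signal measured well above background on its array, or at the probe's own signal if higher, and the change is given as at least N-fold. The 2 dyes repeat the measurement of the same RNA, so the spread between them is a technical error, and no p-value can be given for a difference between groups. For the same reason none of the differences has a replicate check.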

Good quality (A_260/280_ > 1.8; A_260/230_ > 1.8) total RNA was obtained in optimum quantity (>300 ng/µL) and used for cDNA synthesis, followed by semi-quantitative RT-PCR for checking mRNA expression of glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) as a positive control, in these eight samples (Figure 5C). It must be emphasized that the quality of the extracted total RNA is an extremely important step toward obtaining accurate mRNA expression profiling data at the whole genome level, in particular. 

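On the arrays, *Gapdh* (NM_008084) was saturated in all 8 pools at the probe with the highest signal, so that this probe gives no fold change. A less bright *Gapdh* probe was measured in every pool, with a normalized log2 signal of 4.87 in control P14 and 4.81 in NBH 1 week, 5.06 in control P35 and 4.98 in NBH 4 weeks, and 5.02 in the 10 weeks control, 5.00 in ABH 1 week and 4.57 in ABH 4 weeks. Its lowest level, 4.41, was in control P7. The mean log2 fold change over both dyes was −0.06 in NBH 1 week, −0.08 in NBH 4 weeks, −0.02 in ABH 1 week and −0.45 in ABH 4 weeks, and none of these passed the limits with both dyes. A second measured *Gapdh* probe gave −0.16, −0.09, −0.05 and −0.41, respectively. The dyes differed, with 0.20 (Cy3) and −0.32 (Cy5) in NBH 1 week and −0.73 and −0.17 in ABH 4 weeks at the first of these probes, and 0.03 and −0.36, and −0.80 and −0.02, at the second. The small value in ABH 1 week changed its direction with the scaling between arrays (0.24 and 0.21 for these probes with median scaling), whereas the means of the other 3 comparisons stayed below 0 under every scaling tried. A list of 13 housekeeping genes had median log2 fold changes of 0.14, 0.12, −0.09 and 0.13 in the 4 comparisons, each of which changed its sign under at least 1 other scaling, and 2 of its genes were called, both higher in ABH 1 week.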

After confirming stable and unchanged expression levels of *GAPDH*, and thus quality of the synthesized cDNA, we proceeded to design the microarray experiment. Two oligo DNA chips (8 × 60 K) were used for the present study, labeling each sample (Y1 to Y8) with either Cy3 and Cy5 for loading onto individual chips (Figure 5B). By this approach, we could obtain the gene expression data for each sample with both the Cy dyes, and that were therein utilized for downstream analyses. 

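Across genes, the log2 fold changes measured with Cy3 and with Cy5 correlated with r = 0.24 in NBH 1 week, 0.58 in NBH 4 weeks, 0.86 in ABH 1 week and 0.32 in ABH 4 weeks (genes are not independent replicates). The SD of the difference between the dyes was 0.32, 0.19, 0.24 and 0.31 on the log2 scale, respectively. A change past the limits in opposite directions with the 2 dyes, which only measurement error can produce, was found for 7, 3, 8 and 2 genes. With Cy3 alone 377 genes were higher and 199 lower in NBH 1 week, and with Cy5 alone 210 were higher and 675 lower. The youngest and oldest control pools were checked for age with genes chosen beforehand. All 8 genes listed as rising with age had a higher signal at 10 weeks than at P7, with a median log2 difference of 3.09. Of the 8 genes listed as falling with age 0 did, with a median of −2.51. The median level of the rising list was 3.25 at P14, 3.83 at P35 and 3.54 at 10 weeks, so this list does not order P35 and 10 weeks. The falling list was at 0.86, −0.08 and −0.30.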

The gene expression data (genes differentially expressed in the NBH and ABH animals over the respective controls) are available as excel file worksheets under the series number GSE59362 at the NCBI Gene Expression Omnibus (GEO) public functional genomics data repository.

**Figure 5:**
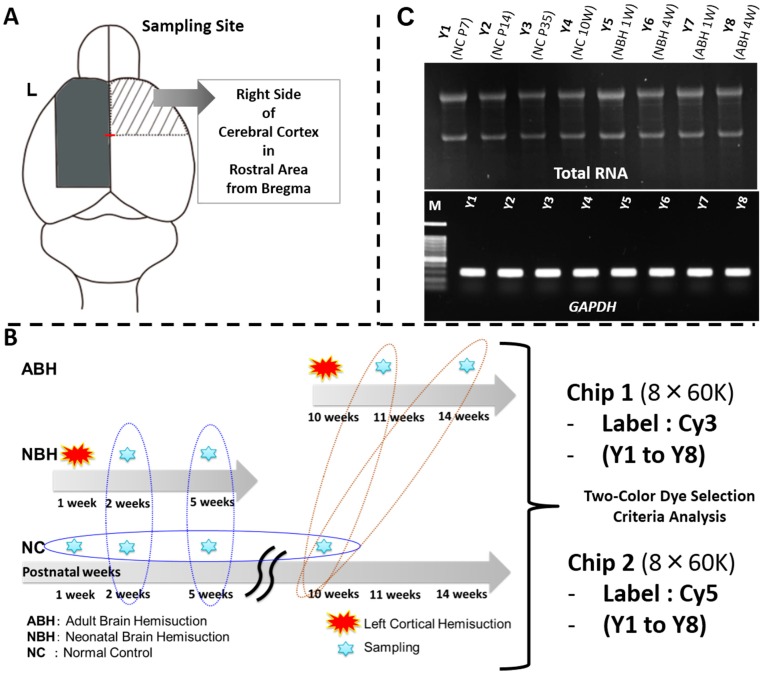
DNA microarray analysis of the brain region. (**A**) Sampling site of mouse whole brain and cerebral cortex sampled; (**B**) Sampling points and DNA microarray analysis on two 8 × 60 K microarray chips using a two-color approach. Brain tissues were ground to a fine powder in liquid nitrogen and stored at −80 °C; and (**C**) Total RNA extraction from the finely powdered brain tissues. Total RNA quality was confirmed by agarose-gel electrophoresis. Gel images for the *GAPDH* gene expression as a positive control by RT-PCR, and the PCR product bands stained with ethidium bromide. For further details, see the Experimental Section.

### 2.5. DNA Microarray Analysis Reveals Predominantly Down-Regulated Differentially Expressed Genes in NBH and ABH

Results of the transcriptome profiling data are summarized in Figure 6. 

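The NBH 1 week pool was compared with control P14 at 15469 genes, of which 73 were called higher and 66 lower. Of these, 38 higher and 7 lower calls are bounds, since 1 of the 2 pools was not well above background. The NBH 4 weeks pool was compared with control P35 at 15873 genes, and 34 genes were called higher and 119 lower, including 9 and 5 bounds. The calls amount to 0.899% of the compared genes at 1 week and 0.964% at 4 weeks. Among the alternatives set beforehand and counted over genes, lower calls rose most with Cy5 alone in NBH 1 week, to 675, and with the authors' processed values without scaling between arrays in NBH 4 weeks, to 1266, and higher calls rose most with Cy3 alone, to 377 and 161. In the authors' values without scaling counted over all probes, a setting chosen after the data were seen, 3628 probes were lower in NBH 4 weeks.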

In the NBH animals, a total of 193 and 61 genes were up-regulated while 990 and 2161 genes were down-regulated at 1 week and 4 weeks, respectively. On the other hand, in the ABH animals, a comparatively larger number of genes (1703 up-regulated and 2595 down-regulated) were changed at 1 week over 98 and 1022 up- and down-regulated genes, at 4 weeks (Figure 6A). It should be noted that these gene numbers are those that have been identified and named; the total number of up- and down-regulated genes are given in parenthesis in the graph presented in Figure 6A. These results reveal one characteristic of the gene expression changes, namely down-regulated gene expression predominates these two developmental stages with cortical hemisuction. 

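Compared with the 10 weeks control, the ABH 1 week pool had 725 genes called higher and 1039 called lower out of 16320, or 10.8% of the compared genes. The bounds among them were 38 higher and 221 lower calls. Olfactory and vomeronasal receptor genes made up 217 of the lower calls. The ABH 4 weeks pool had 70 genes called higher and 34 lower out of 16294, or 0.638%, with 9 and 8 bounds. In ABH 1 week the larger count was not the same under every scaling between arrays, since median scaling gave 1266 genes higher and 314 lower.

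**Figure D1:**
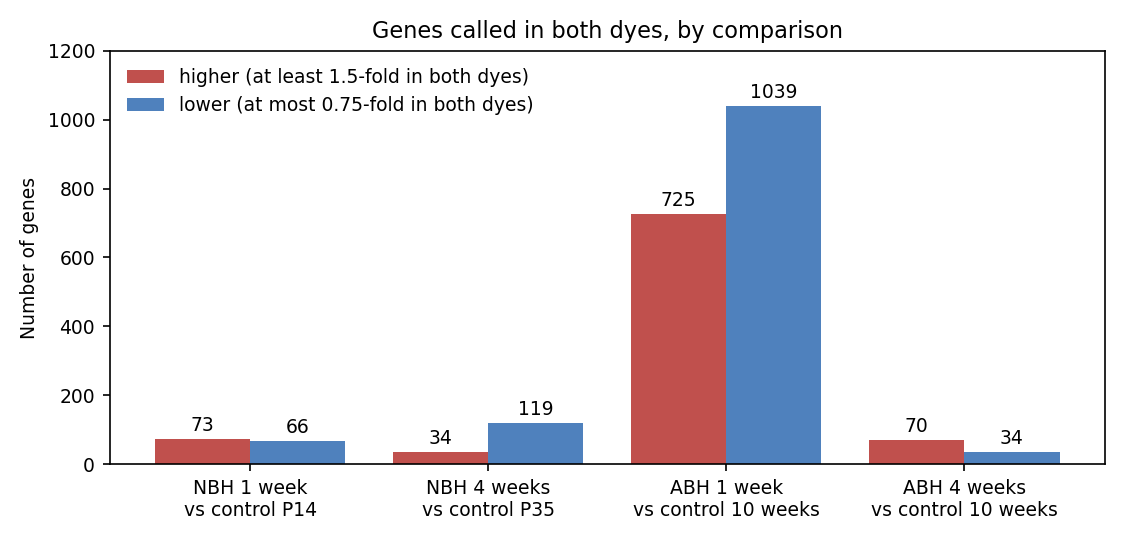
Number of genes (vertical axis) called higher (red) or lower (blue) than the control with both dyes in the 4 comparisons (horizontal axis). Each bar is the count from 1 pool against 1 control pool and has no error bar, and the ABH 1 week bars of 725 and 1039 genes exceed the bars of the other 3 comparisons, the highest of which is 119.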

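Of the 55681 probes, 35629 carry a transcript or sequence accession in the files, and 26582 matched a RefSeq accession of the gene table for GRCm38.p6, which named 20145 genes. When all probes were counted in place of named genes, 273 were higher and 216 lower of the 34657 compared in NBH 1 week, and 119 and 201 of 36440 in NBH 4 weeks. The ABH 1 week comparison had 994 probes higher and 4583 lower of 38105, and in ABH 4 weeks 117 and 97 of 38334. The probes that passed the limits in opposite directions with the 2 dyes numbered 19, 10, 36 and 12 in these comparisons.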

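Lower calls made up 47.5% of the called genes in NBH 1 week, 77.8% in NBH 4 weeks, 58.9% in ABH 1 week and 32.7% in ABH 4 weeks. These shares depended on how the arrays were scaled. With median scaling they were 69.6%, 89.5%, 19.9% and 46.7%, and with quantile normalization 69.1%, 87.6%, 31.5% and 45.9%. In the authors' processed values without scaling they were 82.0%, 97.0%, 56.8% and 90.4%. The 75th percentile scaling left the median log2 fold change of all genes at 0.06, 0.04, −0.08 and 0.07, whereas it was −0.12, −0.20, 0.02 and −0.10 in the unscaled values and 0.18 in ABH 1 week with median scaling. The lower limit of 0.75-fold is also closer to no change than the higher limit of 1.5-fold, and with symmetric limits the shares were 18.9%, 63.0%, 39.0% and 15.7%.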

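Genes were also split into 4 groups of equal size by their signal in the control pool. The group with the lowest signal held 728 of the lower calls in ABH 1 week (70.1%) and 35 in NBH 4 weeks (29.4%), and the group with the highest held 31 in ABH 1 week. The log2 fold changes of ABH 1 week and ABH 4 weeks correlated with r = 0.30 across 16158 genes. Both share the 10 weeks control, which alone gives a positive r. In 100 simulated pairs of unchanged pools compared with the same control the mean r was 0.50. That value follows from equal noise in the simulated pools, whatever its size, so the observed r cannot be judged against it. With control P35 for ABH 1 week, chosen after the data were seen, the observed r was 0.23. Of the genes compared in both, 14 were called higher and 17 lower at both times. Another 3 genes were higher at 1 week and lower at 4 weeks, and 0 changed the opposite way. In the simulated pools a mean of 0 genes was called higher and 0.19 lower at both times. Their only noise was the difference between the dyes, so differences between pools are not covered. With control P35 for ABH 1 week, 15 genes were higher and 7 lower at both times, 5 were higher and then lower, and 20 lower and then higher.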

Interestingly, in the ABH but not NBH animals, the nearly two-fold increased down-regulations were observed earlier, *i.e.*, at 1 week after injury.

**Figure 6:**
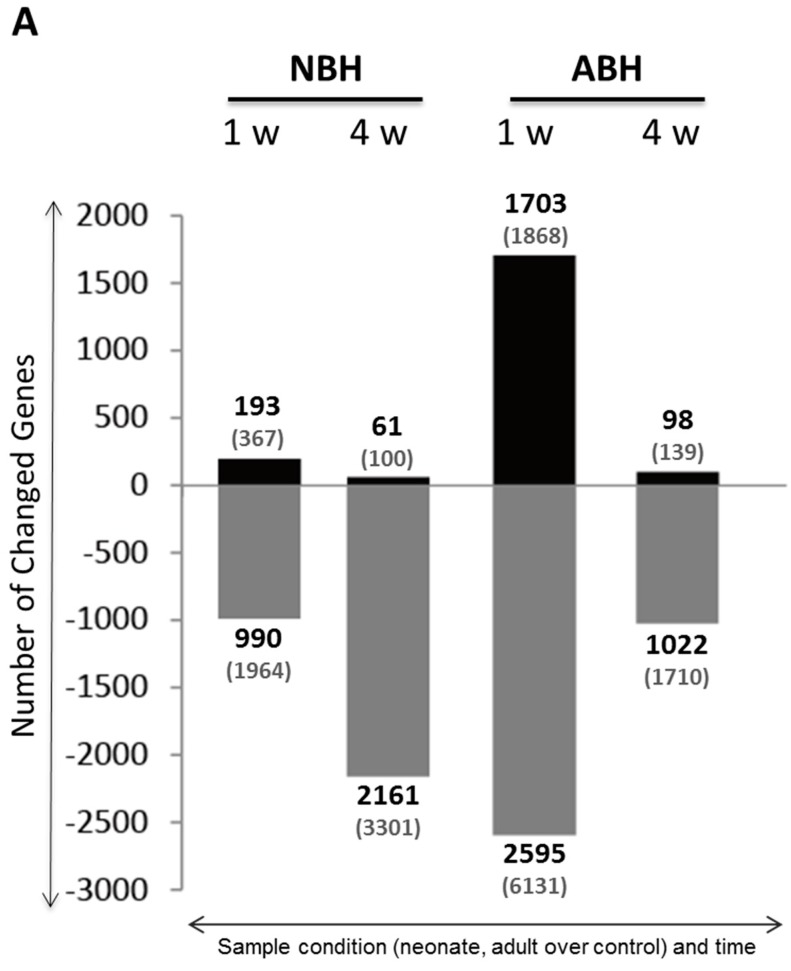

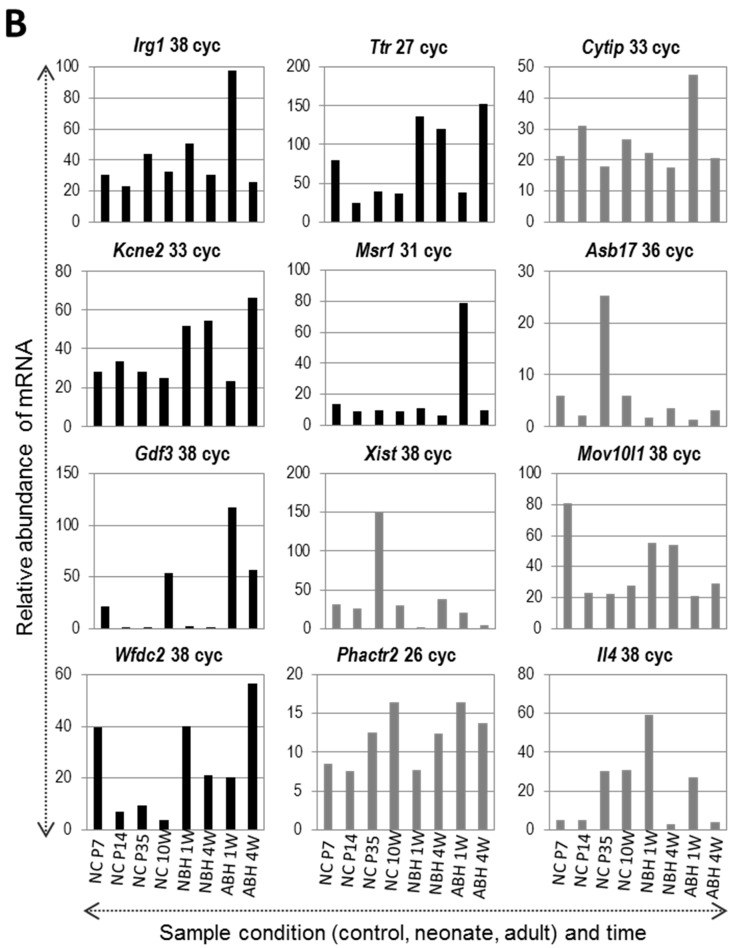
Differentially expressed genes in NBH and ABH, and validatory RT-PCR. (**A**) Graphs show the up- and down-regulated genes; and (**B**) Total RNA quality was confirmed by agarose-gel electrophoresis, and RT-PCR data (relative mRNA abundance) for randomly selected genes is shown. For further details, see the Experimental Section.

### 2.6. Confirmatory RT-PCR Analysis of Gene Expression Changes after DNA Microarray

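Among the RT-PCR genes, *Msr1* (NM_031195) was measured on the arrays in ABH 1 week only, at least 2.52-fold higher than in the control (log2 fold change 1.05 with Cy3 and 1.61 with Cy5), while a second probe gave at least 1.46-fold and was not called. *Wfdc2* (NM_026323) was at least 1.90-fold higher in NBH 1 week, which was not called with quantile normalization, and at least 1.77-fold higher in ABH 4 weeks, and had a log2 fold change of 0.09 in NBH 4 weeks (0.32 with Cy3, −0.14 with Cy5), which was not called. The second *Wfdc2* probe was not called in any comparison. *Cytip* (NM_139200) was at least 1.60-fold lower in NBH 1 week, and its bound of 1.31-fold higher in ABH 1 week was not called, although it passed the limit with the processed signal, the authors' unscaled values and quantile normalization. *Mov10l1* (NM_031260) was well above background in the 10 weeks control alone, so that ABH 1 week was at least 1.90-fold and ABH 4 weeks at least 1.66-fold lower. *Asb17* (NM_025758) and *Il4* (NM_021283) were not well above background in any of the 8 pools, and no fold change can be given for them.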

Semi-quantitative RT-PCR analysis data on selected up- and down-regulated genes (Supplementary Tables S1–S4: NBH animals, 1 week up- and down-, and 4 week up- and down-regulated; Supplementary Tables S5–S8: ABH animals, 1 week up- and down-, and 4 week up- and down-regulated) validated the DNA microarray data, *i.e.*, induced genes were found to have increased expression (graphs with black colored bars) and suppressed genes were found to have decreased expression (graphs with grey colored bars). By carrying out the RT-PCR analysis of all samples with specifically designed primers, as described in the Experimental Section and detailed in Table 1, we could also observe the mRNA expression level of each gene in each of the developmental stages analyzed in this study (Figure 6B). For example, the *Ttr* (transthyretin) gene, encoding for a blood and cerebrospinal fluid (CSF) protein that has neuroprotective effects [33,34], was strongly induced at 1 week NBH and showing only a slight decline in expression at 4 weeks. 

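The arrays give a level in all 8 pools for *Gdf3* (NM_008108) and *Phactr2* (NM_001195065). The brighter *Gdf3* probe lay between a normalized log2 signal of −1.41 (control P7) and −1.08 (NBH 1 week), with log2 fold changes of 0.14, 0.12, −0.24 and 0.03 in NBH 1 week, NBH 4 weeks, ABH 1 week and ABH 4 weeks. The other *Gdf3* probe was well above background on both arrays in ABH 1 week alone, where it was called at least 2.72-fold higher, so the 2 probes of this gene disagree. *Phactr2* rose over the controls from −1.95 at P7 and −1.62 at P14 to −1.13 at P35 and −1.19 at 10 weeks. Its log2 fold changes were 0.13, −0.10, −0.03 and 0.19 in the same order and were not called.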

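*Ttr* (NM_013697) had a normalized log2 signal of −1.48 in control P14 and 5.05 in NBH 1 week, a log2 fold change of 6.53 ± 0.03 (SD of the 2 dyes), or 92.4-fold. In NBH 4 weeks it was 3.94 against −0.97 in control P35, a log2 fold change of 4.90 ± 0.06, or 29.9-fold. The alternative that moved these values most was the processed signal of the scanner software, with which the log2 fold change in NBH 1 week was 6.79. The level in control P7, 0.40, was above those of the older controls. *Folr1* (NM_008034) is plotted beside *Ttr*.

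**Figure D2:**
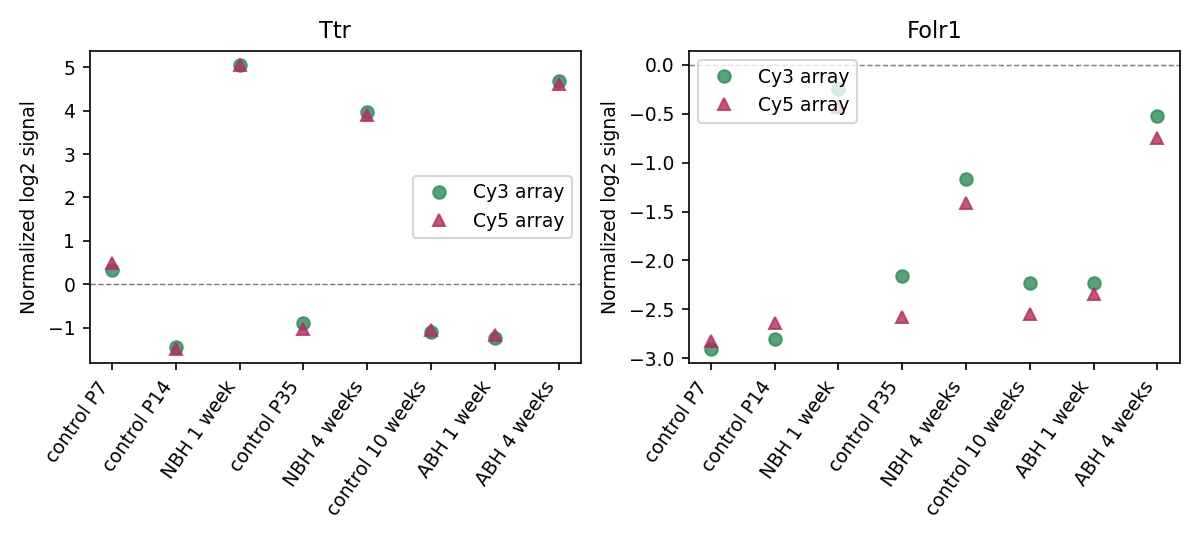
Normalized log2 signal (vertical axis, relative to the 75th percentile of each array, dashed line) of *Ttr* (left) and *Folr1* (right) in the 8 RNA pools (horizontal axis), as measured with Cy3 (circles) and Cy5 (triangles). Each point is 1 array, and in NBH 1 week, NBH 4 weeks and ABH 4 weeks both genes lie above their age-matched or 10 weeks control with either dye.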

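In the ABH pools, the *Ttr* signal was −1.20 at 1 week and 4.65 at 4 weeks, against −1.09 in the 10 weeks control. The log2 fold change was −0.11 ± 0.01 (SD of the 2 dyes) at 1 week and 5.74 ± 0.08, or 53.5-fold, at 4 weeks. Over the alternatives the value at 1 week lay between −0.14 and 0.15, the highest with median scaling, and it was not called under any of them.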

On the contrary, *Ttr* expression was only strongly enhanced at 4 weeks ABH. These data also showed good correlation with the obtained gene expressions obtained using the microarray analysis (Supplementary Tables S1, S3 and S7). 

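The *Xist* probe with the higher mean over all arrays (NR_001570) was well above background on both arrays in control P35 alone, with a normalized log2 signal of −2.81, and on 1 of 2 arrays in the 10 weeks control and in ABH 4 weeks. *Xist* was therefore at least 1.87-fold lower in NBH 4 weeks than in control P35 with this probe. A second *Xist* probe (NR_001463) was well above background in control P35 alone, at −1.53, and was at least 4.54-fold lower in NBH 4 weeks. Neither probe was well above background in NBH 1 week or control P14, so no fold change can be given. *Xist* was not compared in ABH 1 week or ABH 4 weeks, since neither these pools nor the 10 weeks control had it well above background on both arrays.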

Among the down-regulated genes, Xist [35] showed a very low level of expression at 1 week in the NBH, and at 4 weeks in ABH (Figure 6B), which matched well with the microarray data (Supplementary Table S4).

### 2.7. Functional Categorization of Differentially Expressed Genes Reveals Up-Expression and Down-Expression of Diverse Functions

Functional categorization of genes revealed that at both 1 and 4 weeks after injury, the NBH animals showed down-regulation as the predominant functions, with Hedgehog signaling pathway, neurogenesis, neural stem cells and G protein coupled receptors as the first 3 abundantly influenced categories at 1 week compared to epidermal growth factor/platelet-derived growth factor (EGF/PDGF) signaling as the main category at 4 weeks (Supplementary Tables S10 and S12). 

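The genes of each functional category were taken from lists written from general knowledge before the data were examined, not from the lists behind the Supplementary Tables. A list is described by the median log2 fold change of its compared genes and by the percentile of this median among 10000 random lists of equal size and similar signal, which describes these pools and is not a test. In NBH 1 week, 39 genes of Hedgehog signaling had a median of 0.09 (percentile 84.8), 45 genes of neurogenesis and neural stem cells 0.04 (43.7), and 80 G protein coupled receptors 0.02 (2.16). Of these lists, only 1 G protein coupled receptor was called, and it was lower. In NBH 4 weeks, 63 genes of EGF/PDGF signaling had a median of 0.05 (50.3) with no gene called, and 80 G protein coupled receptors had a median of −0.01 (0.380) with 5 called lower and 0 higher. The alternative that moved these medians most was the authors' processed values without scaling, in which the first 4 were below 0, at −0.11, −0.16, −0.18 and −0.21.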

The up-regulated genes showed abundance of expression in atherosclerosis, inflammatory response and autoimmunity, and NF-κB signaling pathway categories at 1 week compared to NF-κB signaling pathway as the main category at 4 weeks (Supplementary Tables S9 and S11). On the other hand, in the ABH animals, at 1 week an opposite effect was seen, with up-regulated genes abundantly expressed in categories of osteogenesis, epithelial to mesenchymal transition and innate and adaptive immune response (Supplementary Table S13). However at 4 weeks, the down-regulated genes were predominant in categories of EGF/PDGF signaling, G protein coupled receptors and molecular toxicology pathway finder (Supplementary Table S16). 

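The same description was used for the categories of up-regulated genes. In NBH 1 week, 57 genes listed for atherosclerosis had a median log2 fold change of 0.03 (percentile 13.2) with 2 called higher and 0 lower, 48 genes for inflammatory response and autoimmunity 0.11 (94.5) with 4 higher and 1 lower, and 58 genes for NF-κB signaling 0.09 (90.1) with 1 higher and 0 lower. In NBH 4 weeks, 62 genes for NF-κB signaling had a median of 0.07 (92.4) and none was called. Without scaling between arrays the direction of these 4 medians changed, to −0.16, −0.06, −0.11 and −0.19 in the authors' processed values.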

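In ABH 1 week, 75 genes listed for osteogenesis had a median log2 fold change of 0.21, with 16 called higher and 1 lower. For epithelial to mesenchymal transition the median over 77 genes was 0.19, with 12 higher and 1 lower, and for the innate and adaptive immune response it was 0.25 over 63 genes, with 18 higher and 5 lower. Each of the 3 medians was at the 100th percentile of its random lists and stayed above 0 under every alternative. They moved most with median scaling, to 0.47, 0.45 and 0.51, a scaling that also shifted the median of all genes upward as given above. The lists share members, such as *Spp1* in the first 2.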

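In ABH 4 weeks, 63 genes listed for EGF/PDGF signaling had a median log2 fold change of 0.12 (percentile 91.3) and none was called. The median of 81 G protein coupled receptors was 0.08 (72.9), with 2 called higher and 1 lower. Both medians changed direction in the authors' processed values without scaling, to −0.09 and −0.11. The genes of the molecular toxicology category were not analysed here.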

The gene functions for all the NBH and ABH animals at 1 and 4 weeks post-hemisuction are listed in Supplementary Tables S9–S16.

## 3. Discussion

### 3.1. Behavior and Histological Analyses of Corticospinal Neurons in Non-Lesioned Hemisphere

Here, we compared motor functional and morphological recovery in NBH *versus* ABH animals that underwent the left cortical hemisuction, in regards to compensatory descending spinal projections from non-lesional cerebral cortex to the right cervical spinal cord. Our results confirmed the higher recovery ability in NBH over ABH is related to non-lesional frontal neocortex including RFA.

**Table 1:** Primer design for RT-PCR validation experiment. Primers are designed in-house and original to our group.

Accession (Gene)	Gene Symbol	Description	Nucleotide Sequence (5'–3'): Forward *	Nucleotide Sequence (5'–3'): Reverse *	Product Size (bp)
NM_008084	*Gapdh*	glyceraldehyde-3-phosphate dehydrogenase	gctacactgaggaccaggttgt	ctcctgttattatgggggtctg	306
NM_008392	*Irg1*	immunoresponsive gene 1	accttctatggtcactggagga	tgcaacgtcgtttagatattgg	266
NM_013697	*Ttr*	transthyretin	caccaaatcgtactggaagaca	ataagaatgcttcacggcatct	285
NM_139200	*Cytip*	cytohesin 1 interacting protein	gagtcgtccttgtttggaaatc	aagggagaaaaggacccactac	290
NM_134110	*Kcne2*	potassium voltage-gated channel, Isk-related subfamily, gene 2	tacgtcatcctgtacctcatgg	tgtcttctgagcaagcacaagt	314
NR_001463	*Xist*	X-inactive specific transcript	aaggtggcttgctatggtaaaa	ggaactgcattaaagtcccaac	275
NM_025758	*Asb17*	ankyrin repeat and SOCS box-containing 17	tacgtggctcagacaagacagt	tgatggttattctgcaaaggtg	337
NM_008108	*Gdf3*	growth differentiation factor 3	aagaacgtcattctccgacatt	acaagaagcccagctactatgc	264
NM_031195	*Msr1*	macrophage scavenger receptor 1	cgtgaatctacagcaaagcaac	gtaagccctctgtctccctttt	257
NM_031260	*Mov10l1*	Moloney leukemia virus 10-like 1	acataaaggttggctcggtaga	ccctgtgtagacaccattgcta	260
NM_026323	*Wfdc2*	WAP four-disulfide core domain 2	ctctgtctgctccaagcctaat	catttcatgttgccagaacact	276
NM_001195065	*Phactr2*	phosphatase and actin regulator 2	ccaacaacggaagaattagagc	tcatgaacttccatttctgtgc	296
NM_021283	*Il4*	interleukin 4	cctgctcttctttctcgaatgt	tttcagtgatgtggacttggac	346

* Primers are designed in-house, and original to our laboratory.

In this study, we first carried out a quantitative behavioral analysis of the right forelimb movements using the ladder rung walking test. This test is needed to find the ability of fine movement in forelimb, and also suggested that the cortical motor control system plays a major role in this test [28,29]. From this behavioral analysis, a lower number of footslips and percent of footslip was observed in the NBH compared to ABH. In addition, there are sequentially significant differences in the number of footslips and percent of footslip in the NBH. These results suggest the greater recovery in the NBH at all phases. From this assesment, we concluded that the motor functional recovery of the right forelimb in animals that underwent the left cortical hemisuction as neonate was more considerably restored than in adult animals. Some previous studies have also supported the fact that the animals receiving cortical lesions during the immature stage more clearly recovered and had less motor disfunction than mature animals [9,10,11,12,13]. These motor functional recovery mechanisms after damage to the corticospinal system have been suggested to involve reorganization of neural circuit, especially focused on non-lesional corticospinal tract [24,25,27,30,32,36,37].

However, these studies have investigated NBH and ABH as different models and protocols. Therefore, we performed retrograde tracing study after the behavioral analysis and confirmed the different phenomenon in both groups. In the present study, retrogradely labeled corticospinal neurons projecting to the ipsilateral C5–C6 spinal gray matter were found to be more significantly different in the motor region mainly and entirely on the contralesional neocortex in the NBH over ABH animals. Notably, it was confirmed that more ipsilateral corticospinal projecting neurons were located in the contralesional rostral area from bregma in the NBH than ABH animals. Previous study has indicated that contralesional cortex was controlling the movement of both forelimbs in the rats receiving unilateral decortication in neonate, moreover the corticofugal axons from contralesional motor cortex area projected into the ipsilateral spinal gray matter [24]. The same research group subsequently indicated that these areas were part of the caudal forelimb area (CFA) and the rostral caudal forelimb area (RFA) [32]. Because our retrogradely labeld neurons were shown to be present in the rostral region from bregma, it is our belief that the retrogradely labeled neurons are related to the neurons belonging to the region of CFA and RFA, respectively, and might play an important role in providing more compensatory motor functional recovery in NBH than ABH. It is believed that the reorganization within the CFA and RFA after central nervous system lesion probably undergoes different compensatory processes [30,32,38]. As a future study, we are planning to conduct a detailed brain mapping of the region bordered by CFA, RFA. Moreover, we want to know the different projections from CFA and RFA to the spinal gray matter by using anterograde tracing method.

Taken together, comparing the ability in a single study might be meaningful to understand the underlying phenomena why young (infant) of animals or children can regain the neurological function but is not sufficient for understanding the underlying mechanism(s). Therefore, we performed a global analysis to screen out the underlying molecular factors, in this case, genes that might be related to the neuroprotection factors, neurogenesis factors, neurogrowth factors or collateral sprouting factors, escape of axonal elimination and neuronal apoptosis factors *etc.*, on the contralesional neocortex, rostral from bregma in which retrogradely labeled neurons were observed more in the NBH than ABH animals. These gene analysis data are discussed further below.

### 3.2. Genome-Wide Gene Expression Analysis of NBH versus ABH Mouse

The study presented here provides new insight into the differentailly expressed genes in the NBH and ABH animals, and serves as a important resource for the scientific community. Several genes identified here are novel in context to their function/role in unilateral decortication, therefore, these gene inventories from mouse brain at both young and adult stages post-cortical hemisuction may have important but unknown roles in the compensatory mechanims being discussed. We discuss briefly some genes and gene categories, first, the top up- and down-regulated genes selected for RT-PCR analysis, and second, the categories and some gene functions therein.

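Among the 12 genes chosen for RT-PCR, *Ttr* had the highest log2 fold change on the arrays among those measured in both pools in NBH 1 week, NBH 4 weeks and ABH 4 weeks. *Kcne2* (NM_134110), which was not well above background in the controls on either array, was at least 3.02-fold, 3.41-fold and 4.16-fold higher in these, respectively. Its log2 fold change with Cy3 and Cy5 was at least 1.30 and 1.89 in NBH 1 week, 1.49 and 2.04 in NBH 4 weeks, and 2.06 with both dyes in ABH 4 weeks. *Kcne2* was not well above background in ABH 1 week or its control.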

Looking first among the 12 selected genes for RT-PCR experiments, we found the strongest upexpression of *Ttr* (transthyretin) gene in both the NBH (1 and 4 weeks) and ABH (4 weeks) animals over the controls (Figure 6B). As reported by Santos and coworkers, their research on the brain of TTR null mouse showed increased vulnerability to ischemic damage [33]. Moroever, those authors further suggested that the CSF-source TTR was important to neuroprotection. Our data on higher expression levls of *Ttr* gene in NBH, early on, rather than ABH, later on, suggest that the TTR might not only be involved in neuroprotection but also that it has a greater role in the neonates based on the observed high early transcription response at 1 week. 

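*Irg1* (NM_008392, named *Acod1* in the RefSeq table) was well above background on both arrays in 2 of the 8 pools, NBH 1 week and ABH 1 week, with normalized log2 signals of −3.26 and −3.37. Against its control, which was not well above background, it was at least 1.53-fold higher in NBH 1 week (log2 fold change 0.74 with Cy3 and 0.49 with Cy5) and at least 1.31-fold higher in ABH 1 week (0.15 and 0.64). Neither value passed the limit with both dyes, but *Irg1* was called higher in ABH 1 week with the processed signal, with the authors' processed values without scaling and with Cy5 alone, and in NBH 1 week with an offset of 0 and with Cy3 alone. The signal lies close to the background, and a difference between the 2 pools could not be shown at this depth.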

Interestingly, a gene known to be induced under inflammatory conditions, namely *Irg1* (immunoresponsive gene 1), was strongly upexpressed especially in ABH 1 week (Figure 6B). *Irg1* is also one of the most highly upexpressed genes under proinflammatory conditions such as bacterial infections [39]. Though the biological role of *Irg1* remains unknown, a paper by Michelucci and coworkers suggests that the gene has a function in the immune response, and was reported as an enzyme to produce antimicrobial metabolites [39]. The adult over young difference in upexpression of *Irg1* might be due to a higher degree of immunity or enhanced immune response required in the former to help the brain cells/tissues to recover from the injury/inflammation. What and how molecular factors are involved therein might form a separate and interesting investigation in the future. Among the downexpressed genes, *Xist* one of the first discovered long noncoding RNAs (lncRNAs) [40] is enigmatic as we have no idea of its possible role in the ischemic condition in this experiment. This lncRNA mediates X chromosome inactivation, a seminal developmental process particularly important in the brain [41]. However, a recent review on the ncRNAs seems to implicate the RNA-based networks in the molecular pathogenesis of stroke [42].

The gene functional category analysis further revealed clear differences among the NBH and ABH groups (Supplementary Figures S4 and S5). From these results, one can conclude that the recovery mechanism(s) post-cortical hemisuction involve both up- and down-regulation of genes but downexpression of genes is the predominant characteristic in NBH animals compared to predominatly upexpressed genes in ABH animals. 

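The 3 genes with the largest change in each direction were taken among those well above background on all arrays of both pools. In NBH 1 week they were *Ttr*, *Folr1* and *Ecrg4* (1500015O10Rik) on the higher side, *Ecrg4* with a log2 fold change of 2.23, and *Vta1* (−2.19), *Gtpbp10* (−1.80) and *Gucy1a2* (−1.29) on the lower side. Second probes of the latter 3 gave −0.10, 0.53 and 0.01, so their changes rest on 1 probe each. *Gpnmb* was 70.7-fold, *Spp1* 63.0-fold and *Lgals3* 46.8-fold higher in ABH 1 week, with log2 fold changes of 6.14, 5.98 and 5.55. The lowest values in ABH 1 week were *Olfr538* (−1.55), *Septin1* (−1.53, second probe −0.38) and *Olfr1280* (−1.37). The 2 Olfr genes belong to a family that shifted as a whole there. Of 410 compared olfactory and vomeronasal receptor genes, 217 were called lower and 0 higher, with a median of −0.57. From its results and gene functional category analysis, the paper concludes that recovery after hemisuction involves changes in both directions, with lower expression as the main feature of NBH animals and higher expression as that of ABH animals.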

Interestingly, downexpression of genes persisted even at 4 weeks. 

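At 4 weeks, the genes with the lowest log2 fold changes in NBH were *Oxt* (−3.61, with −3.68 and −3.53 in the 2 dyes), *Lbhd2* (−2.07) and *Arhgap36* (−1.82). In ABH 4 weeks they were *Doc2g* (−1.06), *Calb2* (−0.80) and *Lbhd2* (−0.76). *Doc2g* was also called lower in NBH 4 weeks (−0.78) and in ABH 1 week. On the higher side, NBH 4 weeks had *Ttr*, *Gtpbp10* (1.48, second probe 0.16) and 2610318N02Rik (1.47, 1 of its 3 compared probes called), and ABH 4 weeks had *Ttr*, *Folr1* and *Ecrg4* (1.71).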

Taken together, the identification of numerous gene candidates in this study comparing neonatal with adult brain hemisuction via a microarray-based approach may help not only target individual genes for further study, but also serve to find the underlying mechanisms and answer biological questions behind high compensatory motor functional recovery mechanisms.

## 4. Conclusions

### 4.1. Clinical Issues

Early diagnosis and treatment of patients with brain injury is critical in order to avoid the effects of brain damage and thereby improve survival outcomes. Clinical neurologists have long known that children who sustain brain damage during the neonatal period or early infancy have a greater capacity for motor function recovery than do adults. As an example, hemispherectomy is surgery for the treatment of epilepsy performed for infants or children who have intractable seizures. This surgery removes part of abnormal cortex and/or subcortex. Resulting brain damage, stroke or trauma to motor area, generally results in paralysis of contralateral musculature and disruption of skilled limb use. However, children post-surgery often exhibited normal motor function or mild or slight paralysis. Why this is so remains unclear. Elucidation of the mechanism helps us, including those involved in the rehabilitation field, understand the brain’s ability for resistance and recovery from injury, and to aid prognosis prediction. Appropriate diagnosis and prognosis prediction is very important for effective rehabilitation of patients.

### 4.2. Results

Using the whole genome mouse 8 × 60 K DNA microarray system with the two-color approach, our results have provided a first inventory of the differential expressed gene expressions genome-wide in the NBH and ABH mouse model, a resource not only for us but also the scientific community, and on which basis further bioinformatics and functional analyses will be carried out in future studies. In ABH group, genes related to immune system (e.g., interleukins, macrophage, immunoglobulin, *et al*.) are up-regulated post 1-week brain injury, and regeneration and repair factors start to be upexpressed at 4 weeks after brain injury. 

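In ABH 1 week, 20 genes listed for microglia and macrophages had a median log2 fold change of 2.00, and 19 of them were called higher and 0 lower. The 7 compared genes for Fc receptors, which bind immunoglobulins, had a median of 1.42 with 5 higher and 1 lower, and 5 class II histocompatibility genes had 0.71 with 2 higher. The 56 compared interleukins and interleukin receptors had a median of −0.13, with 9 called higher and 8 lower, and this median was 0.13 with median scaling. The 2 compared immunoglobulin genes had a median of −0.01, or 0.25 with median scaling, and were not called. At 4 weeks the microglia and macrophage median was 0.23 with 1 gene called higher, and the Fc receptors were at 0.06, or −0.12 in the authors' processed values without scaling. A list of regeneration and repair factors was not analysed here.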

In NBH group, genes related to immune system are up-regulated after 1 week, as well as neuroprotective factors (e.g., *Ttr*) and regeneration factors (e.g., folate receptor 1). In addition, apoptosis factor (e.g., caspase 14) was down-regulated. 

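The immune lists in NBH 1 week had median log2 fold changes of 0.08 for 45 interleukins and interleukin receptors with 1 called higher, 0.08 for 19 microglia and macrophage genes with 3 higher, 0.20 for 4 class II genes, 0.17 for 2 immunoglobulin genes and 0.00 for 7 Fc receptors with none called. In the authors' processed values without scaling these were −0.16, −0.09, 0.06, −0.02 and −0.20. *Folr1* was 5.22-fold higher in NBH 1 week (log2 fold change 2.38 ± 0.24, SD of the 2 dyes), 2.11-fold higher in NBH 4 weeks (1.08 ± 0.12) and 3.38-fold higher in ABH 4 weeks (1.75 ± 0.07), and had a log2 fold change of 0.10 in ABH 1 week. Choroid plexus tissue in the samples, given below as a candidate explanation for *Ttr*, was not excluded for *Folr1*. A second *Folr1* probe, close to the background, gave 0.21, 0.23 and 0.25 in the first 3 of these comparisons and was not called there, but was called lower in ABH 1 week, by at least 1.55-fold (−0.74 and −0.52 in the 2 dyes).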

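*Casp14* (NM_009809) was measured in all 8 pools. Its log2 fold change in NBH 1 week was −0.36 with Cy3 and −0.74 with Cy5, with a mean of −0.55, and in NBH 4 weeks the mean was −0.19. In ABH it was −0.58 at 1 week (−0.86 and −0.30) and −0.48 at 4 weeks (−0.73 and −0.23). None of these passed the lower limit with both dyes. *Casp14* was called lower in NBH 1 week with the processed signal, the authors' processed values without scaling (mean −1.16), quantile normalization, median scaling, an offset of 0 or Cy5 alone, and in NBH 4 weeks with the unscaled values alone. The list of caspases had medians of 0.19, 0.10, 0.09 and 0.10 in NBH 1 week, NBH 4 weeks, ABH 1 week and ABH 4 weeks, of which those at 4 weeks fell below 0 (−0.16 and −0.20) in the unscaled values, and 3 caspases were called, all higher in ABH 1 week.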

Especially, *Ttr* was highly interesting as its strong upexpression was seen at 1 week in NBH group but not in ABH group, where it was induced only at 4 weeks. Comparative and time-dependent analysis of the brains of hemidecorticated mouse provided an inventory of gene candidate’s upexpressed or downexpressed in sync with the onset of “brain injury”, and justified our investment in the genome-wide global gene expression analysis approach.

### 4.3. Implications and Future Directions

This study fulfils the study objectives by (1) providing researchers with a powerful resource in terms of gene candidates that are up- or down-regulated in the “brain injury”, e.g., hemispherectomy; and (2) allows us to differentiate early and late gene expressions that are involved not only in regulating brain injury but also in its progression. Our results also confirm the importance of this work in shedding light on mechanisms underlying brain injury. Two future works arising from this gene resource are as follows. First, it will be possible to analyze and study these up and predominantly down-regulated genes and explain how and why neonates show early recovery post-cortical hemiscution compared to the adults. The answers will be addressed in future studes using both deep bioinformaic analysis (Ingenuity Pathways Analysis, IPA; Ingenuity^®^ Systems, www.ingenuity.com). 

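*Il6* (NM_031168) was not well above background on either array of any of the 8 pools, and its normalized log2 signal lay between −4.20 (control P35) and −3.88 (ABH 1 week). No fold change can be given for it, and a change of *Il6* was not detectable at this signal.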

Second, gene candidates identified here could be targeted in experiments involving a knock-out mouse (e.g., *Il6* KO) for uncovering gene regulatory processes and elucidating their effects on brain injury. Some genes, such as *Cxcl*/*Ccl* for example, could also be used for specific experiments designed to test their potential in drug therapy. 

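Of 22 compared Ccl and Cxcl chemokines, 12 were called higher and 2 lower in ABH 1 week, with a median log2 fold change of 1.17. Among those measured in both pools, *Cxcl10* (NM_021274) was the highest at 15.2-fold (3.93 ± 0.12, SD of the 2 dyes), followed by *Ccl2* (NM_011333), 8.60-fold (3.11 ± 0.16). *Ccl3*, whose control was not well above background, was at least 7.85-fold higher, and *Ccl5*, *Cxcl5*, *Ccl12*, *Ccl8*, *Ccl4*, *Ccl7*, *Ccl6*, *Ccl9* and *Cxcl16* were the other higher calls, with log2 fold changes from 0.82 to 2.73, a bound for *Ccl7*. *Cxcl9* (−0.64) and *Cxcl17* (at least 2.50-fold lower, with dyes at −0.67 and −1.98) were lower. In ABH 4 weeks *Cxcl5* (1.04) and *Ccl3* (at least 2.04-fold) were called higher and *Cxcl17* lower. *Cxcl10* (1.45), *Ccl2* (0.84) and *Cxcl5* (at least 1.75-fold) were called higher in NBH 1 week, and in NBH 4 weeks none of 18 compared chemokines was called.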

Finally, this study forms the basis for future research to examine the influence of selected neuropeptides to reverse the effects of brain injury and provide clues about the molecular mechanisms underlying this process. It is critical that we continue our investment in the global analysis of gene and subsequent protein expression in brain injury mouse models to unravel the underlying molecular basis. This study indicated many gene candidates that are potentially related to compensatory motor functional recovery mechanism in mouse that underwent the left cortical hemisuction at P7 and adult age. We hypothesize that the compensatory motor functional recovery mechanism occurring in the neonatal cortical hemisuction might be related to the collateral sprouting along with escaped selection by axonal elimination or neuronal apoptosis. Therefore, we focus on gene categories and factors related to nerve growth, neuroprotection, regulation of neuronal apoptosis, and regulation of regeneration and repair toward the central nervous system. Further molecular functional analysis, will ultimately help clarify the relation to the age-dependent compensatory motor functional recovery mechanisms and gene function.

## 5. Experimental Section

### 5.1. Animals and Husbandry

C57BL/6J mice were purchased from Japan Charles River (Kanagawa, Japan). The animals were housed at the Animal Institution in Showa University. Mice were maintained in cages in a ventilated animal room with controlled temperature and relative humidity with a 12 h light/12 h dark schedule (lights were turned on at 8:00 AM) and had access to laboratory chow and tap water *ad libitum*. Neonatal mice born from pregnant females were kept with the mother during the lactation period and weaned at postnatal four-weeks. All animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee of Showa University (approval number, M6031).

### 5.2. Left Unilateral Decortication Model

The animals were deeply anesthetized with 2.5%–3.5% sevoflurane (Mylan Inc., Canonsburg, PA, USA) in a 30% O_2_ and 70% N_2_O gas mixture inhalation via a face mask, and fixed in a stereotaxic frame. They were subjected to cortical hemisuction at day 7 (NBH group) and 8–12 weeks (ABH group) after birth. In the NBH group, we decided to aspirate the area of the left cerebral cortex including the sensorimotor cortex (SMC) according to a previous study [18]. The aspiration area was caudal 2 mm and lateral 2 mm from bregma level toward the frontal pole (Figure 1A). In the ABH group, we aspirated area of left cerebral cortex including the SMC as per previous studies [31,43]. The aspiration area was caudal 3 mm and lateral 3 mm from bregma level toward the frontal pole (Figure 1B). Briefly, the cranial bone was carefully removed with a dental drill, exposing the cortical surface. Following retraction of the dura mater, the neocortical parenchyma was aspirated using a micropipette tip connected with an aspirator. After cortical hemisuction, the cranial bone was returned to the same position and the skin opening sutured with 7-0 silk (NBH) and 4-0 silk (ABH). The animals were kept in a recovery chamber (37 °C) for approximately 30 min for recovery from their anesthesia, and then returned to their home cages.

### 5.3. Behavioral Test

NBH (*n* = 20, male/female (M/F); 8/12) and ABH (*n* = 12, male/female (M/F); 5/7) were evaluated for motor function by ladder rung walking test 4, 8 and 12 weeks after cortical hemisuction to compare steps of developing animals because maturation of stepping is achieved at the 3rd to 4th week of age. Age-matched control animals (*n* = 9, male/female (M/F); 5/4) were also examined by the ladder rung walking test (Supplementary Figure S1A). The apparatus for ladder rung walking test consisted of two 82 cm × 15 cm clear acrylic plates having 1 cm interval small hole and approximately 1 mm diameter round bamboo bars. The plates were placed parallel and horizontally on 12 cm height stages with 10 cm distance, and each bamboo bar was inserted into the small hole with 2 cm interval. The distance between two stages were fixed to 70 cm and evaluation of the behavior was conducted with 60 cm distance among them (Supplementary Figure S1B,C). Briefly, the mice fasted overnight and were put on the ladder rungs (Supplementary Figure S1D). The training was conducted for approximately 10 min for each mouse until sufficient learning, and the walking of each mouse was recorded with video camera (FDR-CX700V Handycam; Sony, Tokyo, Japan) for five times. The video camera was positioned at a ventral angle in order to record clearly the right forelimb and paw positions, and data analysis was performed a frame-by-frame using the recorded document. The numbers of total and error (footslip) steps on right forelimb were counted and data was expressed percentage of footslip per total steps. Definition of the footslip is the right wrist joint falling under the bar as well as the right forelimb falling completely (Supplementary Figure S1E,F).

### 5.4. Retrograde Neuronal Tracing Study

The retrograde fluorescent tracer FG was purchased from Biotium Inc. (Hayward, CA, USA; Cat.: 80014). After completing the behavioral test at postoperative 12 weeks, the mouse (NBH = 7, ABH = 5, Control = 8) were anesthetized with 2.5%–3.5% sevoflurane in a 30% O_2_ and 70% N_2_O gas mixture (2:1) inhalation, and fixed in a stereotaxic frame. Laminectomy at vertebral levels C3–C7 was performed on mouse that had received neonatal and adult cortical hemisuction and on normal adult mouse. A retrograde tracer, FG (4%) was dissolved in sterile saline, and 1.0 µL of the solution was injected into the right hemisphere of C5–C6 spinal cord (at 0.6 ± 0.1 mm from midline and 1.0 mm depth) using glass syringes and needles (32GA RN; Hamilton, Reno, NV, USA) for 30 s by a micropump device (UltraMicroPump II and Micro4™, WPI Inc., Sarasota, FL, USA). The incisional wound was sutured with 4-0 silk, and the mice were kept in a 37 °C chamber until recovery from anesthesia. Seven days after injection, the mouse was transcardially perfused with saline containing 1% heparin and 4% paraformaldehyde (PFA) in a 0.1 M phosphate buffer (PB, pH 7.4) under sodium pentobarbital anesthesia. Brains and cervical spinal cord were removed and postfixed in 4% PFA overnight at 4 °C. After immersion in 20% sucrose (0.1 M PB) at 4 °C for cryoprotection, the brains and spinal cord were embedded in Tissue-Tek (Sakura Finetek, Tokyo, Japan), and frozen in liquid nitrogen. The frozen specimens were cut serially into 40 µm coronal sections in a cryostat (HYRAX C50, Carl Zeiss, Oberkochen, Germany) and thaw-mounted on MAS-coated glass slides (Matsunami, Osaka, Japan).

### 5.5. Staining

Three sets of serial sections were cut. One series was used to count retrogradely labeled neurons in the right neocortex. The other two series were used to evaluate the left cortex lesion and identify each nuclear profile. Cerebral slices were Nissl stained, and the cervical spinal cord slices were stained for PKCγ immunohistochemistry analysis as described below.

### 5.6. PKCγ Immunohistochemistry

To validate the left cortical hemisuction, cervical spinal cord was immunostained with PKCγ antibody. It has been reported that the corticospinal tract highly expressed PKCγ and the expression is known to decrease after cortical injury [29]. Briefly, sections from the cervical spinal cord were incubated in 0.3% hydrogen peroxide in methanol for 1 h to quench endogenous peroxidase activity, and then immersed for 1 h in 5% normal horse serum (NHS) to block a non-specific reaction. The sections were then incubated with rabbit antibody against PKCγ (C-19, 1:1000; Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA) in 5% NHS overnight at 4 °C. After rinse with PBS several times, the sections were incubated with biotinylated-conjugated goat anti-rabbit IgG (Cat.: 111-036-003, 1:200; Jackson ImmunoResearch, West Grove, PA, USA) for 2 h at room temperature. They were then incubated in an avidin-biotin complex solution (VECTASTAIN ABC kit; Vector Laboratories, Burlingame, CA, USA) followed by diaminobenzidine (Sigma–Aldrich, St. Louis, MO, USA) as a chromogen. The sections were dehydrated in series of alcohol and xylane, and enclosed by malinol (Cat.: 2009-2, Muto Pure Chemicals Co., Ltd., Tokyo, Japan).

### 5.7. Neuronal Counts

Prior to performing the retrogradely labeled neuron count, a check on the injection method was carried out by examining the injection site using the Image J free software version 1.46r (National Institutes of Health). First, the area of right cervical spinal cord was measured (A) followed by measuring the diffusion region of FG in that same area (B). We calculated the rate of diffusion as percent of 100% values in the injection site using the following formula: percent of diffusion = B/A. These calculations were performed on three sections per one mouse: center of the injection point, and rostral pint and caudal point from center of the injection point. These intervals between the measured slices were 80 µm. Next, we calculated the average value of these three points and calculated the average value per one group. After completing the above examination, we then counted the retrogradely labeled neurons in the right neocortex that sent axon terminals or collaterals to the C5–C6 spinal gray matter. For counting, we used one of the three prepared series of sections. The intervals between the counted slices were 80 µm, and therefore multiple counts of individual neurons were avoided. Only the neurons that were clearly fluorescent were used in the counting step. The number of labeled neurons in the right neocortex was counted and added to 1 mm interval separately. The area of the right neocortex was determined on the basis of Nissl stained sections referred to the mouse brain atlas [44].

**Figure 7:**
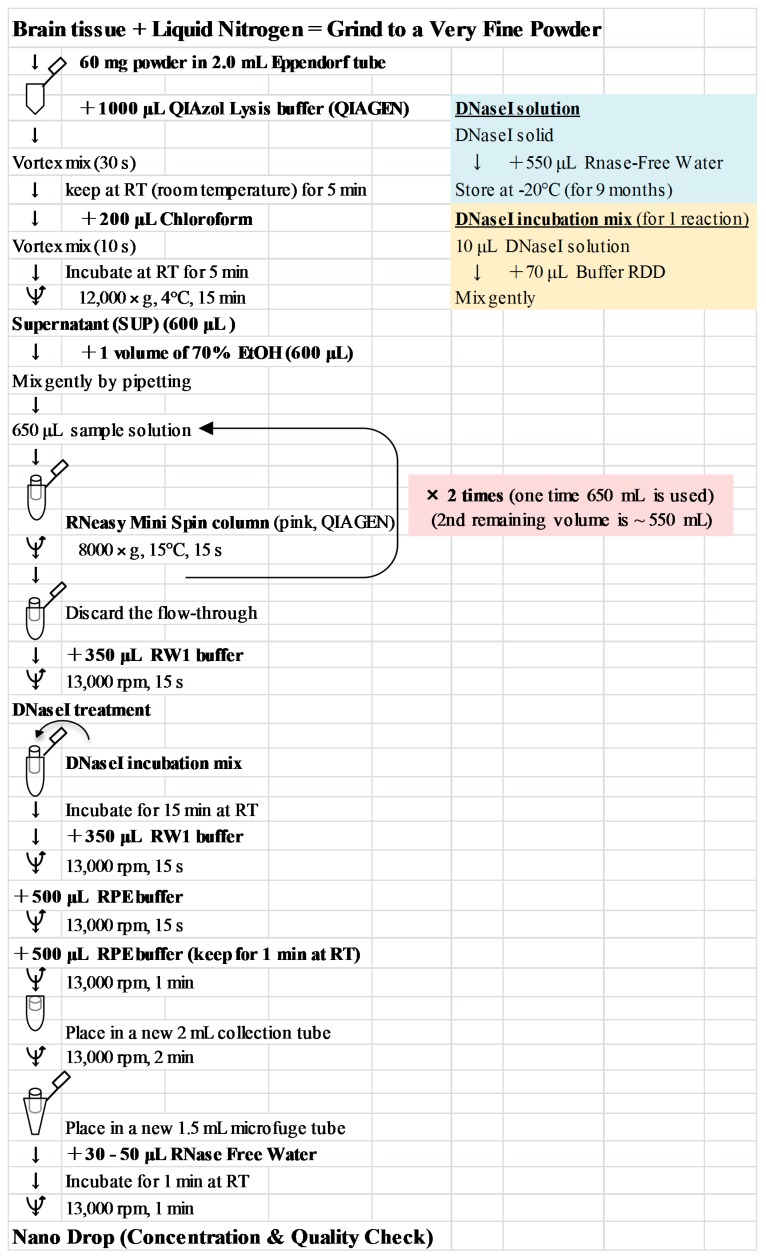
Illustrated protocol for extraction of total RNA from the brain tissue.

### 5.8. Total RNA Extraction, cDNA Synthesis, and RT-PCR

In order to confirm different motor functional mechanism between NBH and ABH, the right side neocortex (rostral from bregma) was individually ground to a very fine powder with liquid N_2_ as previously described [45,46]. Sample powders were stored at −80 °C till used for RNA or DNA extraction. Total RNA was extracted from 60 mg sample powder using the QIAGEN RNeasy Mini Kit (QIAGEN, Maryland, MD, USA) [45,46,47,48]. The protocol for total RNA extraction is provided in Figure 7. To verify the quality of this RNA, the yield and purity were determined spectrophotometrically with NanoDrop (Thermo Scientific, Wilmington, DE, USA) and confirmed using formaldehyde-agarose gel electrophoresis. cDNA synthesis and quality check by RT-PCR was performed as also described previously [45,46,47,48]. To check the quality of the synthesized cDNA, RT-PCR was performed to confirm the expression of the *GAPDH* gene (Figure 5 and Table 1).

### 5.9. Global Gene Expression Analysis

In order to confirm differential gene expression between NBH and ABH, the right side neocortex (rostral from bregma) was individually ground to a very fine powder with liquid N_2_ as mentioned above followed by genome-wide analysis. Briefly, sample powders were stored at −80 °C till used for RNA or DNA extraction. Following total RNA extraction, quality and quantity check, cDNA synthesis and RT-PCR, the sample was considered to be appropriate for use in the DNA microarray analysis. The reasons for multiple checks and use prior to DNA microarray analysis was first, due the high cost incurred during this analysis, and second, and most importantly, to obtain, as far as possible, accurate results. Gene expression changes can be easily misinterpreted in case any of the above steps are not followed precisely. Total RNA extracted from each control, NBH and ABH experiment was pooled in each group, prior to DNA microarray analysis (Agilent mouse whole genome 8 × 60 K; G4852A) performed essentially as described previously [45,46,47,48] with some modifications. We designated four male animals in each groups (Control, NBH and ABH) (Figure 5). We performed DNA microarray analysis using two slides composed of 8 chips each, labeling one set with Cy3 and the other with Cy5. We searched genes which are altered in the NBH and ABH compared to the control.

Briefly, total RNA (250 ng) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent, Santa Clara, CA, USA). Fluorescently labeled targets of control as well as treatments were hybridized to the same microarray slide with 60-mer probes. A two-color labeling with Cy3 and Cy5 dyes was followed to nullify the dye bias associated with unequal incorporation of the two Cy dyes into cDNA. To select differentially expressed genes we considered genes that were up-regulated in chip 1 (Cy3 label for control and NBH/ABH, respectively) but down-regulated in chip 2 (Cy5 label for control and NBH/ABH, respectively). The use of a two-color approach provided a more stringent selection condition for changed gene expression profiling than use of a simple single-color approach [45,46,47,48]. Hybridization and wash processes were performed according to the manufacturer’s instructions, and hybridized microarrays were scanned using an Agilent Microarray scanner G2505C. For the detection of significantly differentially expressed genes between control and cortical hemisuction samples each slide image was processed by Agilent Feature Extraction software (version 11.0.1.1). This program measures Cy3 and Cy5 signal intensities of whole probes. Dye-bias tends to be signal intensity dependent therefore, the software selected probes using a set by rank consistency filter for dye-normalization. Said normalization was performed by LOWESS (locally weighted linear regression) which calculates the log ratio of dye-normalized Cy3- and Cy5-signals, as well as the final error of log ratio. The significance (*p*) value based on the propagate error and universal error models. In this analysis, the threshold of significant differentially expressed genes was <0.01 (for the confidence that the feature was not differentially expressed). In addition, erroneous data generated due to artifacts were eliminated before data analysis using the software.

The list of genes searched in the brain (neocortex) was further analyzed following our previous studies [45,46,47,48]. In this analysis, each gene was looked for its functional category, and subcategory. To re-check the microarray data semi-quantitative RT-PCR as detailed above was performed on interesting genes using gene specific primers (Table 1). Each gene expression analysis was performed at least twice as independent PCR reactions and electrophoresis on gel, and one of the images was presented as a representative data for each gene in the respective figures for up-regulated (≥1.5-fold) and down-regulated (≤0.75-fold) expressions.

### 5.10. Access to Gene Array Data

The outputs of microarray analysis performed in this study are available under the series number GSE59362 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59362), at the NCBI GEO public functional genomics data repository (http://www.ncbi.nlm.nih.gov/geo/info/linking.html).

### 5.11. Functional Categorization

Pathway and disease states-focused gene classification of the differentially expressed genes in the neocortex of NBH and ABH animals were classified based on the available categories of more than 100 biological pathways or specific disease states in the SABiosciences PCR array list (QIAGEN; www.sabiosciences.com) for *Mus musculus*. The numbers in the *y*-axis represent the number of genes in each category, which are indicated on the *x*-axis.

### 5.12. Statistical Analysis

Behavioral tests were analyzed by Mann-Whitney U test to compare the percent of footslip in the NBH group with the ABH group at every week. In addition, we conducted statistical analysis so as to confirm the sequential change within each group using Kruskal-Wallis with the Tukey *post hoc* test. Fluorogold diffusion region and Fluorogold-labeled corticospinal neurons were analyzed by Kruskal-Wallis test following the Steel-Dwass method. All data were presented as mean ± SEM (standard error of the mean), and statistical significance was accepted at *p* < 0.05 and 0.01.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/15/12/22492/s1.

## Abbreviations

ABH: Adult Brain Hemisuction
CFA: Caudal Forelimb Area
CST: Corticospinal Tract
CCL: Chemokine (C-C) Ligand
CXCL: Chemokine (C-X-C) Ligand
FG: Fluorogold
GAPDH: Glyceraldehyde 3-Phosphate Dehydrogenase
GEO: Gene Expression Omnibus
IL6: Interleukin 6
IRG1: Immunoresponsive Gene 1
KO: Knockout
lncRNA: Long Noncoding RNAs
NBH: Neonatal Brain Hemisuction
NCBI: National Center for Biotechnology Information
NHS: Normal Horse Serum
PKCγ: Protein Kinase-C gamma
RFA: Rostral Caudal Forelimb
SMC: Sensorimotor Cortex
TTR: transthyretin
XIST: X-Inactive Specific Transcript

## References

[1] Devlin A.M., Cross J.H., Harkness W., Chong W.K., Harding B., Vargha-Khadem F., Neville B.G. (2003). Clinical outcomes of hemispherectomy for epilepsy in childhood and adolescence. Brain.

[2] Peacock W.J., Wehby-Grant M.C., Shields W.D., Shewmon D.A., Chugani H.T., Sankar R., Vinters H.V. (1996). Hemispherectomy for intractable seizures in children: A report of 58 cases. Childs Nerv. Syst..

[3] Van Empelen R., Jennekens-Schinkel A., Buskens E., Helders P.J., van Nieuwenhuizen O. (2004). Functional consequences of hemispherectomy. Brain.

[4] Van Empelen R., Jennekens-Schinkel A., Gorter J.W., Volman M.J., van Nieuwenhuizen O., Helders P.J. (2005). Epilepsy surgery does not harm motor performance of children and adolescents. Brain.

[5] Wilson P.J. (1970). Cerebral hemispherectomy for infantile hemiplegia: A report of 50 cases. Brain.

[6] Anderson V., Spencer-Smith M., Leventer R., Coleman L., Anderson P., Williams J., Greenham M., Jcobs R. (2009). Childhood brain insult: Can age at insult help us predict outcome?. Brain.

[7] Benecke R., Meyer B.U., Freund H.J. (1991). Reorganisation of descending motor pathways in patients after hemispherectomy and severe hemispheric lesions demonstrated by magnetic brain stimulation. Exp. Brain Res..

[8] McClelland S., Maxwell R.E. (2007). Hemispherectomy for intractable epilepsy in adults: The first reported series. Ann. Neurol..

[9] Nemati F., Kolb B. (2012). Recovery from medial prefrontal cortex injury during adolescence: Implications for age-dependent plasticity. Behav. Brain Res..

[10] Yager J.Y., Wright S., Armstrong E.A., Jahraus C.M., Saucier D.M. (2006). The influence of aging on recovery following ischemic brain damage. Behav. Brain Res..

[11] Gianino S., Stein S.A., Li H., Lu X., Biesiada E., Ulas J., Xu X.M. (1999). Postnatal growth of corticospinal axons in the spinal cord of developing mice. Brain Res. Dev. Brain Res..

[12] Gribnau A.A., de Kort E.J., Dederen P.J., Nieuwenhuys R. (1986). On the development of the pyramidal tract in the rat: II. An anterograde tracer study of the outgrowth of the corticospinal fibers. Anat. Embryol. (Berl.).

[13] Joosten E.A., van Eden C.G. (1989). An anterograde tracer study on the development of corticospinal projections from the medial prefrontal cortex in the rat. Brain Res. Dev. Brain Res..

[14] Joosten E.A., Schuitman R.L., Vermelis M.E., Dederen P.J. (1992). Postnatal development of the ipsilateral corticospinal component in rat spinal cord: a light and electron microscopic anterograde HRP study. J. Comp. Neurol..

[15] Gorgels T.G. (1990). A quantitative analysis of axon outgrowth, axon loss, and myelination in the rat pyramidal tract. Brain Res. Dev. Brain Res..

[16] Hsu J.Y., Stein S.A., Xu X.M. (2006). Development of the corticospinal tract in the mouse spinal cord: A quantitative ultrastructural analysis. Brain Res..

[17] Oudega M., Varon S., Hagg T. (1994). Distribution of corticospinal motor neurons in the postnatal rat: Quantitative evidence for massive collateral elimination and modest cell death. J. Comp. Neurol..

[18] Stanfield B.B., O’Leary D.D., Fricks C. (1982). Selective collateral elimination in early postnatal development restricts cortical distribution of rat pyramidal tract neurones. Nature.

[19] Kamiyama T., Yoshioka N., Sakurai M. (2006). Synapse elimination in the corticospinal projection during the early postnatal period. J. Neurophysiol..

[20] Yoshioka N., Murabe N., Sakurai M. (2009). Regressive events in rat corticospinal axons during development in *in vitro* slice cocultures: Retraction, amputation, and degeneration. J. Comp. Neurol..

[21] Canty A.J., Murphy M. (2008). Molecular mechanisms of axon guidance in the developing corticospinal tract. Prog. Neurobiol..

[22] Semeralul M.O., Boutros P.C., Likhodi O., Okey A.B., van Tol H.H., Wong A.H. (2006). Microarray analysis of the developing cortex. J. Neurobiol..

[23] Harel N.Y., Strittmatter S.M. (2006). Can regenerating axons recapitulate developmental guidance during recovery from spinal cord injury?. Nat. Rev. Neurosci..

[24] Takahashi M., Vattanajun A., Umeda T., Isa K., Isa T. (2009). Large-scale reorganization of corticofugal fibers after neonatal hemidecortication for functional restoration of forelimb movements. Eur. J. Neurosci..

[25] Umeda T., Takahashi M., Isa K., Isa T. (2010). Formation of descending pathways mediating cortical command to forelimb motoneurons in neonatally hemidecorticated rats. J. Neurophysiol..

[26] Z’Graggen W.J., Fouad K., Raineteau O., Metz G.A., Schwab M.E., Kartje G.L. (2000). Compensatory sprouting and impulse rerouting after unilateral pyramidal tract lesion in neonatal rats. J. Neurosci..

[27] Yoshikawa A., Atobe Y., Takeda A., Kamiya Y., Takiguchi M., Funakoshi K. (2011). A retrograde tracing study of compensatory corticospinal projections in rats with neonatal hemidecortication. Dev. Neurosci..

[28] Metz G.A., Whishaw I.Q. (2002). Cortical and subcortical lesions impair skilled walking in the ladder rung walking test: A new task to evaluate fore- and hindlimb stepping, placing, and co-ordination. J. Neurosci. Methods.

[29] Starkey M.L., Barritt A.W., Yip P.K., Davies M., Hamers F.P., McMahon S.B., Bradbury E.J. (2005). Assessing behavioural function following a pyramidotomy lesion of the corticospinal tract in adult mice. Exp. Neurol..

[30] Ghosh A., Sydekum E., Haiss F., Peduzzi S., Zörner B., Schneider R., Baltes C., Rudin M., Weber B., Schwab M.E. (2009). Functional and anatomical reorganization of the sensory-motor cortex after incomplete spinal cord injury in adult rats. J. Neurosci..

[31] Tennant K.A., Adkins D.L., Donlan N.A., Asay A.L., Thomas N., Kleim J.A., Jones T.A. (2011). The organization of the forelimb representation of the C57BL/6 mouse motor cortex as defined by intracortical microstimulation and cytoarchitecture. Cereb. Cortex.

[32] Umeda T., Isa T. (2011). Differential contributions of rostral and caudal frontal forelimb areas to compensatory process after neonatal hemidecortication in rats. Eur. J. Neurosci..

[33] Santos S.D., Lambertsen K.L., Clausen B.H., Akinc A., Alvarez R., Finsen B., Saraiva M.J. (2010). CSF transthyretin neuroprotection in a mouse model of brain ischemia. J. Neurochem..

[34] Lin H.Y., Davis F.B., Luidens M.K., Mousa S.A., Cao J.H., Zhou M., Davis P.J. (2011). Molecular basis for certain neuroprotective effects of thyroid hormone. Front. Mol. Neurosci..

[35] Brown C.J., Ballabio A., Rupert J.L., Lafreniere R.G., Grompe M., Tonlorenzi R., Willard H.F. (1991). A gene from the region of the human X inactivation centre is expressed exclusively from the inactive X chromosome. Nature.

[36] Ueno M., Hayano Y., Nakagawa H., Yamashita T. (2012). Intraspinal rewiring of the corticospinal tract requires target-derived brain-derived neurotrophic factor and compensates lost function after brain injury. Brain.

[37] Liu Z., Zhang R.L., Li Y., Cui Y., Chopp M. (2009). Remodeling of the corticospinal innervation and spontaneous behavioral recovery after ischemic stroke in adult mice. Stroke.

[38] Nishibe M., Barbay S., Guggenmos D., Nudo R.J. (2010). Reorganization of motor cortex after controlled cortical impact in rats and implications for functional recovery. J. Neurotrauma.

[39] Michelucci A., Cordes T., Ghelfi J., Pailot A., Reiling N., Goldmann O., Binz T., Wegner A., Tallam A., Rausell A. (2013). Immune-responsive gene 1 proteins links metabolism to immunity by catalyzing itaconic acid production. Proc. Natl. Acad. Sci. USA.

[40] Wu P., Zuo X., Deng H., Liu X., Liu L., Ji A. (2013). Roles of long noncoding RNAs in brain development, functional diversification and neurodegenerative diseases. Brain Res. Bull..

[41] Qureshi I.A., Mehler M.F. (2010). Genetic and epigenetic underpinnings of sex differences in the brain and in neurological and psychiatric disease susceptibility. Prog. Brain Res..

[42] Qureshi I.A., Mehler M.F. (2010). The emerging role of epigenetics in stroke: II. RNA regulatory circuitry. Arch. Neurol..

[43] Pronichev I.V., Lenkov D.N. (1998). Functional mapping of the motor cortex of the white mouse by a microstimulation method. Neurosci. Behav. Physiol..

[44] Paxonos G., Franklin K.B.J. (1996). The Mouse Bain in Sterotaxic Coordinates.

[45] Hori M., Nakamachi T., Rakwal R., Shibato J., Nakamura K., Wada Y. (2012). Unraveling the ischemic brain transcriptome in a permanent middle cerebral artery occlusion mouse model by DNA microarray analysis. Dis. Model Mech..

[46] Hori M., Nakamachi T., Rakwal R., Shibato J., Ogawa T., Aiuchi T., Tsuruyama T., Tamaki K., Shioda S. (2012). Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice. J. Neuroinflamm..

[47] Ogawa T., Rakwal R., Shibato J., Sawa C., Saito T., Murayama A., Kuwagata M., Kageyama H., Yagi M., Satoh K. (2011). Seeking gene candidates responsible for developmental origins of health and disease. Congenit. Anom. (Kyoto).

[48] Ogawa T., Shibato J., Rakwal R., Saito T., Tamura G., Kuwagata M., Shioda S. (2014). Seeking genes responsible for developmental origins of health and disease from the fetal mouse liver following maternal food restriction. Congenit. Anom. (Kyoto).

How the deposited data were processed for this re-analysis (not part of the article)

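RNA from 8 pools of mouse neocortex (4 control ages, NBH and ABH at 1 and 4 weeks after hemisuction) was measured on 16 Agilent mouse whole genome 8 × 60 K arrays, 1 labeled with Cy3 and 1 with Cy5 for each pool. The authors scanned the arrays and quantified the spots with the Agilent Feature Extraction software, whose headers name the mm9 (NCBI37) build. As deposited, each scanner table holds spot intensities in arbitrary fluorescence units, namely the median signal and the median local background before any correction, and a processed signal from which the background has been subtracted and which has been adjusted for trends across the array surface. The value table of the series holds the processed signal of the labeled channel on a linear scale, rounded to a few digits and not scaled between arrays, and the largest difference from the scanner tables among values above 100 was 0.497%. The methods also mention LOWESS and a p-value limit of 0.01, but neither a dye-normalized signal nor a log ratio was found in the tables, and no probe was marked as used for dye normalization. The methods describe genes that rise on the first chip and fall on the second, whereas both chips carry the same pools here with different dyes, so a change in the same direction was required. The channel without labeled RNA was above background at 0.755% to 1.43% of the spots.

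The sample sheet, the comparisons, the limits and the alternatives were set first, including the use of the median signal in place of the processed signal. The reason given then, that the processed signal would be balanced between the 2 dyes, was not borne out by the tables, since each array carries 1 dye and has no such normalization. The choice was kept, and the processed signal is one of the alternatives. The background correction used limma 3.58.1 in R 4.3.3, and all other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Spots marked by the software as outliers (between 140 and 237 per array) were dropped, control spots were dropped after the background correction, and repeated spots of a probe were averaged. A named gene whose probe was saturated in both pools of a comparison is given no fold change, although such probes stayed in the counts and the lists. A probe was named by the gene whose RefSeq accession it carries in the table for GRCm38.p6, a table used for names only, and 20134 genes had a value on all arrays. Old and new symbols of a gene were treated as the same gene.

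The precision of a value depends on the signal over the local background, and a gene below it gives a bound or no fold change. The calls were tested on simulated data, in which 200 genes were changed 2-fold in either direction. Of these, 92%, 99%, 100% and 91% of the higher genes in NBH 1 week, NBH 4 weeks, ABH 1 week and ABH 4 weeks were called, with 100% of the lower genes and none in the wrong direction. Among the genes left unchanged, 0, 0, 0 and 2 were called higher and 16, 3, 4 and 19 lower. The changed genes were drawn from those well above background in the control, and the simulation kept that state in the treated pool. Its only noise was the difference between the dyes. Recovery of smaller changes, of genes that fall to the background and under differences between pools was therefore not tested. Since each condition is 1 pool, no test between conditions was made, and every count and fold change describes these pools.

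The genes named in the text are those the paper names (the 12 RT-PCR genes, *Gapdh*, *Folr1*, *Casp14*, *Il6* and the Ccl and Cxcl family), the 3 genes called higher and the 3 called lower with the largest mean log2 fold change in each comparison among genes well above background on both arrays of both pools, and the members of the choroid plexus, Y-linked, blood and immediate early lists. Any other gene is named after its values were seen, and the text says so where it stands alone. Gene lists were written from general knowledge for tissues and cell types (choroid plexus, Y-linked, meninges, microglia and macrophages, astrocytes, oligodendrocytes, neurons, striatum, olfactory bulb, blood), for immediate early, housekeeping and age-dependent genes, and for the functional categories the paper names. Gene families (interleukins and their receptors, chemokines, immunoglobulins, Fc receptors, class II histocompatibility genes, olfactory and vomeronasal receptors, caspases, folate receptors) were defined by their names. A second striatum list and a list for hypothalamus and basal forebrain were written after the first results had been seen. Random lists for the percentiles were drawn from the 200 genes nearest in signal to each member.

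The counts were computed again with each of 14 alternatives, namely the processed signal scaled to the 75th percentile, the authors' value table without scaling, quantile normalization, median scaling, a normexp offset of 0, no background filter, the requirement of all 4 arrays well above background, symmetric limits, 2-fold limits, a p-value under 0.01 in both dyes from the propagated signal errors of the software, Cy3 alone, Cy5 alone, another control pool (10 weeks for NBH 4 weeks, P35 for ABH), and probes in place of genes. Another 3 settings were chosen after the data were seen, namely no scaling between arrays and the authors' unscaled values counted over all probes or over probes with an accession. The LOWESS step was not repeated, since each array carries 1 labeled pool. The behavioral and histological data, the RT-PCR values, the molecular toxicology category and a list of regeneration and repair factors were not analysed here.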

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

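Among the tests reported in this part, those with the second striatum list were chosen only after the result was seen, and the choroid plexus test was set beforehand. The limits by which a gene list was picked out here, a median log2 fold change of at least 0.42 in either direction and a position in the outer 2.5% of the random lists on either side, were set after the list medians had been seen. They were applied to 10 lists the paper does not discuss, in 4 comparisons each. Every control pool lay in row 1 of its chip and every surgery pool in row 2, so an effect of surgery and an effect of position shared by all surgery pools cannot be told apart by the design. A shared effect of position would move the 4 surgery pools alike, which the striatum genes (opposite directions at 4 weeks) and the blood genes (higher in 3 pools, lower in 1) did not do.

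*Mov10l1* in the 10 weeks control lay far from the other control pools. Its normalized log2 signal was −2.92, against −3.89 at P7, −3.86 at P14 and −4.02 at P35, and the gap to the nearest pool was 0.852 of the whole range, above the 95% critical value of Dixon's test for 4 samples. Of 14 genes tested in this way 1 was found, and chance gives about 1 in 20. The 3 lower pools were not well above background and were held at the floor of their arrays where that was higher than their own signal, which makes the gap itself uncertain. The 4 pools also differ in age, and neither age nor any technical explanation was tested for this gene.

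Choroid plexus genes, which the paper does not discuss as a group, were higher in 2 comparisons. The median log2 fold change was 0.70 in NBH 1 week (9 of 18 genes called higher, 0 lower) and 0.65 in ABH 4 weeks (10 of 19, 0 lower), and it stayed between 0.57 and 1.13 and between 0.56 and 1.24 under the alternatives. In NBH 4 weeks it was 0.27 (2 of 18 called higher), also above 0 under every alternative. Tissue of the choroid plexus in the dissected cortex is a candidate explanation for the higher *Ttr*, *Kcne2* and *Wfdc2* in these pools, since the 3 genes are not on the list and its medians of 0.70, 0.27 and 0.65 lay above 0 in the 3 pools. The match is incomplete, because *Wfdc2* was not called in NBH 4 weeks (0.09), and the changes of *Kcne2* are bounds, which cannot be ranked against the list medians. *Folr1*, also not on the list, was called higher in the same 3 pools at 1 of its 2 probes (2.38, 1.08 and 1.75), so the explanation is open for it too. The list median in ABH 1 week, where *Ttr* was not called, was −0.04 (0.22 in the authors' unscaled values), with 3 of 17 genes called higher, the highest at 2.01 (*Ecrg4*), and 2 lower. Over 14 list genes the median level was −1.46 in ABH 1 week and −1.76 in its control, and −1.65 in NBH 4 weeks and −1.82 in control P35. The list members did not move alike. The members with the highest signal, *Enpp2*, *Slc13a4* and *Tmem72*, changed by 0.23, 0.41 and −0.01 in NBH 1 week, while *Aqp1*, *Sostdc1* and *Kcnj13* changed by 1.44, 1.15 and 1.12. In that comparison 14 of the 18 genes were well above background on all 4 arrays, so the cortex samples express most of them in both pools, and 1 list member is also held by another list. A higher expression in response to the surgery stays open and was not tested.

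Striatum genes were lower in NBH 4 weeks, with a median log2 fold change of −0.63 and 8 of 11 genes called lower, and higher in ABH 4 weeks, with 0.71 and 6 of 11 genes called higher. The 2 medians kept these directions under every alternative (−0.90 to −0.62 and 0.60 to 0.76). The 11 genes moved one way in the first comparison and the other way in the second, and the difference of −1.35 between the medians was not tested, since each is 1 pool against 1 control. At 1 week the medians were −0.38 in NBH and −0.06 in ABH (0.19 with median scaling), with no gene called. Different shares of striatum in the dissected pools may explain both directions, since a second striatum list had medians of −0.31 in NBH 4 weeks and 0.47 in ABH 4 weeks, with 3 genes called lower and 3 higher, respectively. All 11 genes of the first list were well above background in every comparison, 3 are also held by another list, and the list members with the highest signal, *Ppp1r1b*, *Penk* and *Tac1*, were at 5.53, 5.53 and 3.99 in control P35 and 5.14, 5.09 and 3.26 in NBH 4 weeks. A change of these genes within the cortex after surgery, in opposite directions in neonates and adults, stays open as well.

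Olfactory bulb genes were lower in both ABH pools, with medians of −0.71 at 1 week and −0.66 at 4 weeks and 4 of 6 genes called lower at each time (*Doc2g*, *Cdhr1*, *Eomes* and *Tbx21*, of which the last 3 are named after their values were seen). The direction held under every alternative. NBH 4 weeks also lay below 0, at −0.24 with 2 genes lower, and at −0.94 in the unscaled values. NBH 1 week was at 0.19 (−0.01 in the unscaled values). The brightest member, *Th*, was at 1.37 in the 10 weeks control and 0.93 and 1.09 in the ABH pools. Both comparisons share 1 control pool, so a control pool with more of this tissue would lower both values. This was not tested, and neither was a response to the surgery.

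Blood genes had a median log2 fold change of 0.50 in NBH 1 week (no gene called), 0.87 in NBH 4 weeks (4 of 7 called higher) and 1.48 in ABH 1 week (4 higher, 1 lower), and all 3 stayed above 0 under the alternatives. The median in ABH 4 weeks was −0.39, with 2 genes lower. The hemoglobin probes are bright. *Hba-a2* was saturated in all 8 pools, *Hba-a1* in NBH 4 weeks and ABH 1 week and *Hbb-bt* in ABH 1 week, which holds their values down, and *Alas2*, far from saturation, rose by 0.57, 0.87 and 2.08 in the 3 comparisons. The gene that was lower in ABH 1 week was *Hbb-bh1* (−0.66). Blood that remained in the tissue and bleeding after surgery were not separated by any test.

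Meninges genes had a median of 0.48 in ABH 1 week, the lowest value over the alternatives, the highest being 0.84, and 7 of 15 genes were called higher. They moved far apart, from −0.05 for *Slc22a6* to 4.59 for *Col1a1*, 4.43 for *Col3a1* and 3.45 for *Col1a2*, genes named after their values were seen. The list members with the highest signal were *Col1a2*, *Slc13a3* and *Dcn*, at 4.80, 2.14 and 2.47 in ABH 1 week against 1.35, 1.42 and 1.18 in the control, and 3 members are also held by other lists. Astrocyte genes had a median of 0.46 in ABH 1 week (0.40 to 0.72 over the alternatives) with 3 of 9 called higher, namely *Gfap* (2.92), *Serpina3n* (2.48) and *Vim* (2.41), also named after their values were seen, whereas the brightest, *S100b*, was at 0.24. The share of either tissue in the sample and a response to the surgery were not separated by a test.

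Immediate early genes had a median log2 fold change of −0.55 in ABH 1 week, with 8 of 13 genes called lower, between −0.59 and −0.29 over the alternatives, the weakest with median scaling. The 8 genes were *Fos*, *Fosb*, *Egr1*, *Egr2*, *Egr4*, *Arc*, *Nr4a1* and *Npas4*, and *Egr2* was the lowest at −0.97. Their median was −0.26 in NBH 1 week with 5 genes lower, −0.18 in NBH 4 weeks and 0.07 in ABH 4 weeks (−0.14 in the unscaled values), with no gene called in the latter 2. The handling of the animals before death and an effect of the surgery on activity were not tested, and nothing in the sample sheet separates them.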

How the results depend on the processing

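Apart from 3 settings that are marked below, the alternatives reported here were set beforehand. No paired analysis was possible because each condition is 1 pool of RNA and no animal was measured in more than 1 condition. For the same reason there was no replicate to leave out, and each dye was used alone in its place. No other control pool was tried for NBH 1 week.

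The counts given in the passages were 73 genes called higher and 66 lower (47.5% of the calls lower) in NBH 1 week, 34 and 119 (77.8%) in NBH 4 weeks, 725 and 1039 (58.9%) in ABH 1 week and 70 and 34 (32.7%) in ABH 4 weeks. In what follows the values stand in this order, the genes called higher first and the lower share in parentheses. With the processed signal scaled to the 75th percentile they were 187 and 186 (49.9%), 84 and 358, 935 and 1668 (64.1%) and 136 and 132 (49.3%). The authors' processed values without scaling gave 107 and 486 (82.0%), 39 and 1266 (97.0%), 1079 and 1416 (56.8%) and 53 and 498 (90.4%). Quantile normalization gave 46 and 103 (69.1%), 20 and 141 (87.6%), 936 and 431 (31.5%) and 59 and 50 (45.9%), median scaling 58 and 133 (69.6%), 20 and 170 (89.5%), 1266 and 314 (19.9%) and 57 and 50 (46.7%), whereas an offset of 0 gave 161 and 116 (41.9%), 74 and 207 (73.7%), 870 and 1503 (63.3%) and 123 and 103 (45.6%). For these settings the cause of the change was not tested, except as described under the other observations.

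Some alternatives change the counts by their construction, because they compare more or fewer genes or ask for less or more of a call. Without the background filter, which compares more genes, the values were 164 and 71 (30.2%), 107 and 121 (53.1%), 738 and 1350 (64.7%) and 93 and 41 (30.6%). When all 4 arrays had to be well above background, which compares fewer genes, they were 23 and 57 (71.3%), 19 and 110 (85.3%), 675 and 685 (50.4%) and 59 and 22 (27.2%). Symmetric limits, which ask more of a lower call, gave 73 and 17 (18.9%), 34 and 58 (63.0%), 725 and 464 (39.0%) and 70 and 13 (15.7%), and 2-fold limits, which ask more of both, 14 and 3 (17.6%), 6 and 15 (71.4%), 357 and 22 (5.80%) and 13 and 1 (7.14%). The added condition of a p-value from the propagated errors, which compares arrays and not conditions, left 67 and 36 (35.0%), 32 and 92 (74.2%), 722 and 790 (52.2%) and 69 and 23 (25.0%). Cy3 alone, where 1 dye suffices for a call, gave 377 and 199 (34.5%), 161 and 251 (60.9%), 866 and 2375 (73.3%) and 469 and 896 (65.6%), and Cy5 alone 210 and 675 (76.3%), 101 and 305 (75.1%), 936 and 1306 (58.3%) and 193 and 179 (48.1%). Probes in place of genes gave 273 and 216 (44.2%), 119 and 201 (62.8%), 994 and 4583 (82.2%) and 117 and 97 (45.3%). With the other control pool, which differs in age from the treated pool, NBH 4 weeks, ABH 1 week and ABH 4 weeks had 42 and 534 (92.7%), 746 and 316 (29.8%) and 555 and 160 (22.4%).

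The 3 settings chosen after the data were seen gave 28 and 221 (88.8%), 14 and 542 (97.5%), 863 and 740 (46.2%) and 28 and 257 (90.2%) without scaling between arrays, 360 and 1953 (84.4%), 144 and 3628 (96.2%), 1538 and 6480 (80.8%) and 131 and 1750 (93.0%) for the authors' unscaled values over all probes, and 206 and 1038 (83.4%), 79 and 2286 (96.7%), 1405 and 2973 (67.9%) and 88 and 1037 (92.2%) over probes with an accession. The cause was not tested for the first, and the other 2 count more items than the main setting. Without scaling between arrays the median log2 fold change of all genes was −0.11, −0.18, 0.02 and −0.08 in the 4 comparisons.

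Lower calls outnumbered higher calls in NBH 4 weeks under every setting given above, with shares between 53.1% and 97.5%. The side on which the larger count lay was not stable in the other 3 comparisons, where the shares ranged from 17.6% to 88.8% in NBH 1 week, from 5.80% to 82.2% in ABH 1 week and from 7.14% to 93.0% in ABH 4 weeks. When the count over all probes was combined with each other setting, a step taken after the data were seen, the shares ranged from 19.5% to 89.6% in NBH 1 week, from 36.5% to 96.9% in NBH 4 weeks, from 19.9% to 89.2% in ABH 1 week and from 12.6% to 93.8% in ABH 4 weeks, and in NBH 4 weeks higher probes were the larger number with symmetric limits (119 higher and 93 lower) and without the background filter (379 and 218). ABH 1 week had more called genes than each of the other comparisons under every setting that was run for all 4. Of the 1039 genes called lower in ABH 1 week, 1015 were also called lower with the processed signal, 919 in the authors' unscaled values, 421 with quantile normalization, 314 with median scaling and 740 without scaling, while of the 725 higher genes 717, 723, 724, 725 and 725 were called higher. Of the 119 lower calls in NBH 4 weeks 115, 119, 117, 119 and 119 were shared with these settings.

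Over 7 alternatives to the scaling, the offset, the signal and the dye, 395 fold changes of named genes gave 2765 values, of which 1946 moved by less than the spread between the dyes, 819 by more, and none of a called gene changed its sign. The 133 fold changes of called named genes stayed on their side of 0 under all of these alternatives, and 371 of their 931 values moved by more than the spread. The lists, for which all 4 arrays well above background was tried as well, gave 136 medians and 1088 alternative values, of which 611 moved by less than the spread and 477 by more, and 51 medians stayed on the same side of 0 throughout.

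Among the genes the paper names, several calls depended on a setting, in addition to those of *Casp14*, *Irg1* and others described in the passages. *Folr1* in NBH 4 weeks, *Wfdc2* in NBH 1 week and ABH 4 weeks, *Mov10l1* in ABH 1 week and ABH 4 weeks, the NR_001570 probe of *Xist* in NBH 4 weeks and *Cytip* in NBH 1 week were not called with 2-fold limits, *Cytip* also not with symmetric limits, and *Wfdc2* in ABH 4 weeks also not with control P35. The other *Xist* probe, at −2.23 and −2.13 in the 2 dyes, passes 2-fold limits in NBH 4 weeks. With the other control pool *Mov10l1* was called lower in NBH 4 weeks, and *Xist* in ABH 1 week and ABH 4 weeks. Without the background filter *Kcne2* was called lower in ABH 1 week. *Ttr* was called higher in NBH 1 week, NBH 4 weeks and ABH 4 weeks under every alternative tried for it.

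Signal over background limits these results at the dim end. Of the 20134 genes, 15469 to 16320 could be compared, and 38 of the 73 higher calls in NBH 1 week and 221 of the 1039 lower calls in ABH 1 week are bounds against a pool held at its floor. *Il6*, *Il4* and *Asb17* were not measurable, and a change of such genes cannot be excluded.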

Differences from the paper's values

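The settings named here as chosen after seeing the values are the authors' unscaled values counted over all probes or over probes with an accession, and all others were set before the data were examined. A count is said to differ when it is over 1.5 times larger or smaller than the paper's, and a gap to close when it comes within that factor. The numbers of genes called in both dyes differ from the paper's in 7 of the 8 counts, and the eighth, higher genes in ABH 4 weeks, was 70 against the paper's 98. The paper counts genes that had been identified and named, whereas the genes here are those matched to the RefSeq table. Its methods also select genes that rise on the first chip and fall on the second, while a change in the same direction on both was required here, so the counts do not rest on the same rule.

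For higher genes in NBH 1 week the value was 73, against the paper's 193. The gap closed with the processed signal (187), an offset of 0 (161), no background filter (164), Cy5 alone (210) and probes in place of genes (273), and with probes that carry an accession in the unscaled values (206), a setting chosen after seeing the values. It did not close with the authors' unscaled values over genes, quantile normalization, median scaling, all 4 arrays well above background, symmetric limits, 2-fold limits, the error threshold or Cy3 alone. For lower genes in NBH 1 week the value was 66, against the paper's 990. Of the settings fixed beforehand only Cy5 alone (675) closed this gap, and none of the others did. The probes with an accession in the unscaled values gave 1038, a setting chosen after seeing the values.

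For higher genes in NBH 4 weeks the value was 34, against the paper's 61. The gap closed with the processed signal (84), an offset of 0 (74) and the 10 weeks control (42), and with probes that carry an accession in the unscaled values (79), chosen after seeing the values, but not with any other setting fixed beforehand. For lower genes in NBH 4 weeks the value was 119, against the paper's 2161. None of the settings fixed beforehand closed this gap, the nearest being the authors' unscaled values over genes (1266), and the probes with an accession in the unscaled values, chosen after seeing the values, gave 2286.

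For higher genes in ABH 1 week the value was 725, against the paper's 1703. Median scaling (1266) closed the gap and no other setting fixed beforehand did, while the unscaled values gave 1538 over all probes and 1405 over probes with an accession, both chosen after seeing the values. For lower genes in ABH 1 week the value was 1039, against the paper's 2595. Cy3 alone (2375) closed the gap and no other setting fixed beforehand did, and the probes with an accession in the unscaled values, chosen after seeing the values, gave 2973. For lower genes in ABH 4 weeks the value was 34, against the paper's 1022. Cy3 alone (896) closed the gap and no other setting fixed beforehand did, and the probes with an accession in the unscaled values, chosen after seeing the values, gave 1037.

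The counts over all probes were compared with the numbers in the graph of the paper, read by eye, and 4 of the 8 lay within the factor of 1.5, namely higher probes in NBH 1 week (273 here, about 370 in Fig. 6A), NBH 4 weeks (119, about 100 in Fig. 6A) and ABH 4 weeks (117, about 140 in Fig. 6A) and lower probes in ABH 1 week (4583, about 6100 in Fig. 6A). Lower probes in NBH 1 week were 216 here and about 2000 in Fig. 6A, with Cy5 alone (2190) and the unscaled values (1953) closing the gap. Lower probes in NBH 4 weeks were 201 here and about 3300 in Fig. 6A, a gap that only the unscaled values (3628) closed. Higher probes in ABH 1 week were 994 here and about 1900 in Fig. 6A, and the processed signal (1330), the unscaled values (1538), quantile normalization (1319), median scaling (1760) and Cy5 alone (1355) closed the gap. Lower probes in ABH 4 weeks were 97 here and about 1700 in Fig. 6A, with the unscaled values (1750) and Cy3 alone (2301) closing the gap. The other settings run for probes did not close these gaps. The use of the unscaled values over all probes was chosen after seeing the values.

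The paper describes lower expression as predominant in both groups. Over the 4 comparisons, counted over genes, lower calls were the larger number in 2, NBH 4 weeks and ABH 1 week, and the smaller in NBH 1 week (47.5% of the calls) and ABH 4 weeks (32.7%). Lower calls were the larger number in NBH 1 week with quantile normalization, median scaling, the authors' unscaled values, all 4 arrays well above background and Cy5 alone, and in ABH 4 weeks with the unscaled values and Cy3 alone. Without scaling between arrays and in the unscaled values over probes, all chosen after seeing the values, they were the larger number in both. The paper's conclusion also sets ABH animals apart by mainly higher expression, whereas in ABH 1 week lower calls outnumbered higher ones in the main setting, and higher calls over genes were the larger number with quantile normalization, median scaling, symmetric limits, 2-fold limits, control P35 and, chosen after seeing the values, without scaling.

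For *Irg1* the paper describes strong expression in ABH 1 week above all. On the arrays its signal was −3.37 in that pool and −3.26 in NBH 1 week, and it was not called in either. It was called higher in ABH 1 week with the processed signal, the authors' unscaled values and Cy5 alone. The paper's RT-PCR shows very low *Xist* in NBH 1 week and ABH 4 weeks. For the match with its arrays the paper cites its list of lower genes in NBH 4 weeks. In that comparison *Xist* was called lower in the re-analysis as well, with bounds of 1.87-fold and 4.54-fold at its probes. Here *Xist* was not well above background in NBH 1 week or its control, and in ABH 4 weeks, at −3.49 against −3.58 in the 10 weeks control, it was not compared. It was called lower in ABH 4 weeks with control P35. *Casp14*, which the paper describes as lower in NBH, was not called in the main setting, and the settings that call it in NBH 1 week are the processed signal, the authors' unscaled values, quantile normalization, median scaling, an offset of 0, Cy5 alone and, chosen after seeing the values, no scaling between arrays. It was also called lower in NBH 4 weeks with the unscaled values, in ABH 1 week with the processed signal, the unscaled values and Cy3 alone, and in ABH 4 weeks with these 3 and without scaling.

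In Fig. 6B *Gdf3* and *Cytip* are highest in ABH 1 week. The brighter *Gdf3* probe was highest in NBH 1 week on the arrays (−1.08), although the dimmer probe was called higher in ABH 1 week. *Cytip* was called higher in ABH 1 week with the processed signal, the authors' unscaled values and quantile normalization, but not in the main setting. *Mov10l1* is highest in control P7 in Fig. 6B and was highest in the 10 weeks control on the arrays (−2.92). The paper names Hedgehog signaling, neurogenesis and neural stem cells, G protein coupled receptors and EGF/PDGF signaling as leading categories of lower genes in NBH, and the latter 2 in ABH 4 weeks. With lists written from general knowledge, 1 gene was called lower and 0 higher over the NBH comparisons for which the paper names these categories. In the NBH comparison for which it does not name them, 5 G protein coupled receptors, 2 Hedgehog genes and 1 EGF/PDGF gene were called lower and 0 higher, which is the paper's direction. In ABH 4 weeks 1 was called lower and 2 higher.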

Other observations

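Some tests were chosen only after the results had been seen. They are those with quantile normalization, the scaled processed signal, the list for hypothalamus and basal forebrain and the macrophage list against blood. Those with second probes, with calls counted over all probes and with genes bright in the pools outside the comparison were also chosen then. The tests with the Y-linked genes, symmetric limits and, for NBH 4 weeks, probes well above background were set beforehand.

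*Xist* was well above background on both arrays in control P35 alone, although the paper describes male animals in every pool. If this pool held tissue of 1 female among 4 animals, the Y-linked genes would be higher in NBH 4 weeks than in control P35 by a log2 value of 0.42. Their median log2 fold change was 0.40 (*Ddx3y* 0.34, *Uty* 0.40, *Eif2s3y* 0.53), between 0.30 and 0.53 over the alternatives and at percentile 99.9 of the random lists, and none of the 3 passed the limits. *Kdm5d* was not compared. A share of female tissue in control P35 may therefore explain the *Xist* call. The level of *Eif2s3y* was 2.46 at P7, 2.26 at P14, 1.22 at P35 and 1.72 at 10 weeks, and the contribution of age to these differences was not tested. In the other 3 comparisons the Y-linked medians were −0.03, 0.02 and 0.04. The second fell below 0 with the processed signal. The third did so with quantile normalization, median scaling and the authors' unscaled values (−0.15). With Cy5 alone all 3 changed sign, to 0.07, −0.08 and −0.08. No biological explanation was tested, and which animals formed a pool is not known here.

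The excess of lower over higher calls had several technical explanations, tested in NBH 4 weeks and ABH 1 week. The intervals given for them treat the called genes or probes as independent. They are not, since sets such as the striatum genes moved together, so the intervals may be too narrow. Counted over genes, the lower share in NBH 4 weeks was 63.0% with symmetric limits (95% confidence interval 52.8 to 72.2). With quantile normalization it was 87.6% (81.6 to 91.8). These values argue against the unequal limits and the shape of the signal distribution as the whole cause of the excess over genes. The case against the limits is weak, since their interval ends close to an even split. Among probes well above background on all 4 arrays the share was 85.3% (78.1 to 90.4), but the change itself partly decides that choice. In ABH 1 week the lower share fell to 39.0% with symmetric limits (36.3 to 41.8), 46.4% among genes well above background on all arrays of the 6 pools outside the comparison (43.6 to 49.3), a choice the change itself does not decide, and 31.5% with quantile normalization (29.1 to 34.0), so each of these may account for the excess over genes there. The test set beforehand, with probes well above background on all 4 arrays (50.4%), was not used in ABH 1 week, since it drops genes because they fell to the background. With the same choice of genes as in ABH 1 week the lower share in NBH 4 weeks was 85.1% (77.4 to 90.5). This value argues against the dim probes as the whole cause of the excess over genes there. Counted over all probes, the lower share in NBH 4 weeks was 43.9% with symmetric limits (37.4 to 50.6) but 71.8% with 2-fold limits (56.2 to 83.5). The limits are therefore left open as the cause there. The share was 81.9% among probes well above background in the 6 other pools (75.8 to 86.8). This argues against probes that fail the background test as the whole cause. With quantile normalization it was 81.01% (76.3 to 85.0), which argues against the shape of the distribution. Over all probes in ABH 1 week the lower share was 65.4% with symmetric limits (63.6 to 67.1) but 19.9% with 2-fold limits, and 56.2% with quantile normalization (54.4 to 58.0) but 42.3% with median scaling, which leaves both explanations open, while 74.5% among probes bright in the 6 other pools (73.0 to 76.0) argues against the dim probes. A biological excess of lower genes in NBH 4 weeks stays open, with 1 pool on each side.

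In the authors' unscaled values the arrays differ in overall brightness. In ABH 4 weeks the shift of the median gene was 0.07 with Cy3 and −0.28 with Cy5. When the same processed signal was scaled to the 75th percentile, the lower calls went from 486 to 186 in NBH 1 week, from 1266 to 358 in NBH 4 weeks and from 498 to 132 in ABH 4 weeks, so that brightness is a candidate explanation for most of them. In ABH 1 week they went from 1416 to 1668. This leaves the cause open there, since the ABH 1 week arrays were not dimmer than the control at the 75th percentile (1296 against 1148 with Cy3, 1395 against 1376 with Cy5) but were dimmer at the median (122 against 148, 135 against 160), and in the median signal the lower calls went from 740 without scaling to 314 with median scaling.

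*Vta1* and *Gtpbp10* were among the genes with the largest changes in NBH, each at 1 probe. If all transcripts of the gene had changed, a second probe would show it. The second probe was at −0.10 for *Vta1* in NBH 1 week, where the first was at −2.19, and for *Gtpbp10* at 0.53 in NBH 1 week and 0.16 in NBH 4 weeks, where the first was at −1.80 and 1.48. For *Vta1* this argues against a change of every transcript. The second *Gtpbp10* probe lay close to the floor in both controls, where a fall as large as that of the first cannot show and a rise is held down, so for *Gtpbp10* the question stays open. A change of 1 transcript form, a sequence variant under the probe and a fault of the spot were not tested.

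*Oxt* was the lowest gene in NBH 4 weeks, and *Avp* (−1.51 with Cy3, −1.68 with Cy5) and *Lhx8* (−1.31 and −1.72), named after their values were seen, were also called lower. More hypothalamus or basal forebrain in the control P35 pool is a candidate explanation. A list for these regions, without the 3 genes, had a median log2 fold change of −0.22 in NBH 4 weeks, with 2 of 11 genes called lower, and stayed between −0.59 and −0.08 over the alternatives. Of its brightest members *Gal* fell from 0.55 to 0.20, while *Pomc* (−0.12 and −0.07) and *Nr5a1* (−0.88 and −0.65) did not fall. *Oxt* was also called lower in ABH 1 week (−1.05 with Cy3, −0.71 with Cy5), against the 10 weeks control, which tissue in the P35 pool cannot explain, and was not called in NBH 1 week (−0.25) or ABH 4 weeks (−0.35). The list medians in NBH 1 week, ABH 1 week and ABH 4 weeks were 0.04, −0.15 and 0.16, which became −0.26 and −0.03 in the unscaled values for the first and last and 0.10 with median scaling for the second. A change of neuropeptide expression in the cortex was not tested. The second striatum list was at −0.26 in NBH 1 week and at −0.01 in ABH 1 week (0.24 with median scaling).

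Microglia and macrophage genes were higher in ABH 1 week, where blood genes were higher as well. If blood in the tissue carried these transcripts, they would also be higher in NBH 4 weeks, where hemoglobin genes rose. The macrophage median there was 0.015 (−0.21 in the authors' unscaled values), with 1 of 19 genes called higher, which argues against blood as the whole cause. The brightest members, *Itgam*, *Csf1r* and *Cx3cr1*, were at 5.34, 5.13 and 3.33 in ABH 1 week and at 5.52, 4.30 and 2.43 in the 10 weeks control. A response of these cells to the surgery stays open.

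Olfactory and vomeronasal receptor genes, of which 410 were compared in ABH 1 week, had a median log2 fold change of −0.57 there (−1.13 to −0.30 over the alternatives), with 217 called lower and 0 higher, and 206 of the 410 were well above background on all 4 arrays. The medians were −0.01, 0.04 and 0.06 in NBH 1 week, NBH 4 weeks and ABH 4 weeks, and −0.32, −0.36 and −0.15 in the authors' unscaled values.

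Of the remaining lists, oligodendrocyte genes had medians of −0.02, −0.33, −0.02 and 0.08 in NBH 1 week, NBH 4 weeks, ABH 1 week and ABH 4 weeks, neuron genes 0.16, 0.05, −0.09 and 0.08, genes rising with age −0.01, −0.15, −0.11 and 0.12, and genes falling with age 0.13, 0.00, 0.15 and 0.02. Of these only the oligodendrocyte and age-rising medians in NBH 4 weeks and the age-falling median in ABH 1 week kept their direction under every alternative. Meninges genes outside ABH 1 week were at 0.01, −0.05 and −0.04, which became −0.18, −0.32 and −0.25 in the unscaled values. The last was 0.03 with Cy3 alone. Astrocyte genes were at 0.08, 0.05 and 0.30, of which the first 2 were −0.07 and −0.18 in the unscaled values. The 2 folate receptors had medians of 1.32, 0.56, 1.38 and 1.07, the chemokines 0.16 in NBH 4 weeks (−0.09 in the unscaled values) and 0.24 in ABH 4 weeks, the Fc receptors 0.04 in NBH 4 weeks (−0.27), the class II genes 0.11 in NBH 4 weeks (−0.15) and 0.21 in ABH 4 weeks, the immunoglobulin genes 0.22 and 0.12 at 4 weeks (−0.02 and −0.05) and the interleukins and their receptors 0.11 and 0.09 (−0.19 and −0.11).

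The functional categories were also computed where the paper does not name them. The medians in NBH 4 weeks were 0.00 for Hedgehog signaling, 0.01 for neurogenesis and neural stem cells, 0.11 for inflammation, 0.06 for atherosclerosis, 0.02 for osteogenesis, 0.04 for epithelial to mesenchymal transition and 0.09 for the immune response, and all fell below 0 in the unscaled values, from −0.30 for the first to −0.19 for atherosclerosis. EGF/PDGF signaling in NBH 1 week was at 0.06, osteogenesis at 0.04, epithelial to mesenchymal transition at 0.09 and the immune response at 0.07, and these were also below 0 in the unscaled values, between −0.15 and −0.10. In ABH 1 week NF-κB signaling was at 0.22, inflammation at 0.29 and atherosclerosis at 0.27, all above 0 under every alternative. In these lists 13, 20 and 17 genes were called higher and 2, 4 and 4 lower. Hedgehog signaling (−0.10), neurogenesis (−0.09), G protein coupled receptors (−0.19) and EGF/PDGF signaling (−0.08) rose above 0 with median scaling, to 0.15, 0.17, 0.07 and 0.18. In ABH 4 weeks all categories not reported above lay between 0.03 and 0.10, and in the unscaled values between −0.19 and −0.06.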
